# IRF4 deficiency vulnerates B-cell progeny for leukemogenesis via somatically acquired *Jak3* mutations conferring IL-7 hypersensitivity

**DOI:** 10.1038/s41418-022-01005-z

**Published:** 2022-04-22

**Authors:** Dennis Das Gupta, Christoph Paul, Nadine Samel, Maria Bieringer, Daniel Staudenraus, Federico Marini, Hartmann Raifer, Lisa Menke, Lea Hansal, Bärbel Camara, Edith Roth, Patrick Daum, Michael Wanzel, Marco Mernberger, Andrea Nist, Uta-Maria Bauer, Frederik Helmprobst, Malte Buchholz, Katrin Roth, Lorenz Bastian, Alina M. Hartmann, Claudia Baldus, Koichi Ikuta, Andreas Neubauer, Andreas Burchert, Hans-Martin Jäck, Matthias Klein, Tobias Bopp, Thorsten Stiewe, Axel Pagenstecher, Michael Lohoff

**Keywords:** B cells, Cancer models

## Abstract

The processes leading from disturbed B-cell development to adult B-cell progenitor acute lymphoblastic leukemia (BCP-ALL) remain poorly understood. Here, we describe *Irf4*^*−/−*^ mice as prone to developing BCP-ALL with age. *Irf4*^*−/−*^ preB-I cells exhibited impaired differentiation but enhanced proliferation in response to IL-7, along with reduced retention in the IL-7 providing bone marrow niche due to decreased CXCL12 responsiveness. Thus selected, preB-I cells acquired *Jak3* mutations, probably following irregular AID activity, resulting in malignant transformation. We demonstrate heightened IL-7 sensitivity due to *Jak3* mutants, devise a model to explain it, and describe structural and functional similarities to *Jak2* mutations often occurring in human Ph-like ALL. Finally, targeting JAK signaling with Ruxolitinib in vivo prolonged survival of mice bearing established *Irf4*^*−/−*^ leukemia. Intriguingly, organ infiltration including leukemic meningeosis was selectively reduced without affecting blood blast counts. In this work, we present spontaneous leukemogenesis following IRF4 deficiency with potential implications for high-risk BCP-ALL in adult humans.

## Introduction

Two signaling pathways via the Interleukin-7 receptor (IL-7R) and the preB cell receptor (preBCR) ensure an orderly progression of B lymphopoiesis [1–3]. ProB cells adhere to bone marrow (BM) stromal cells (SCs) expressing CXCL12 and VCAM-1 through CXCR4 and VLA-4 respectively, while SC-derived IL-7 induces their proliferation [4]. The formation of the preBCR composed of Igμ protein and the surrogate light chain (ψL), consisting of λ5 and VPREB, marks the entrance to the preB cell stage. Signaling via the preBCR in turn induces the transcription factor (TF) interferon regulatory factor 4 (IRF4) which is also critical during T-cell differentiation [5, 6]. In preB cells, IRF4 halts cycling and facilitates recombination of the light chain locus by RAG1/2 [1]. Despite its importance, *Irf4*^*−/−*^ mice still develop, albeit less, surface (s)Igμ^+^ mature B cells [7], likely due to a partially redundant function of IRF8. Accordingly, *Irf4,8*^*−/−*^ B progenitors are completely arrested at the preB cell stage [8].

Disruption of this developmental track can provoke B-cell progenitor acute lymphoblastic leukemia (BCP-ALL). In humans, this disease preferentially affects children (age 0–19), while most deaths however occur in the adult population [9]. Cases affecting adolescents and young adults (AYA) display a different set of driver mutations compared to childhood BCP-ALL [10–13].

Herein, we report that adult *Irf4*^*−/−*^ mice spontaneously develop BCP-ALL with age and delineate the steps from disturbed *Irf4*^*−/−*^ B lymphopoiesis to overt leukemia.

## Results

### *Irf4*^*−/−*^ mice spontaneously develop preB cell leukemia

Following the serendipitous finding, that some aged *Irf4*^*−/−*^ mice developed tumors and died, we systematically observed 80 *Irf4*^*–/–*^ mice over time. We detected 14 tumors (incidence 17.5%), that spontaneously appeared in lymph node (LN) areas (mean age: 268d, median: 238d, Fig. 1a). Tumors were neither detected in mice younger than 150d nor in C57BL/6 wild-type (wt) mice housed in the same room.

**Fig. 1:**
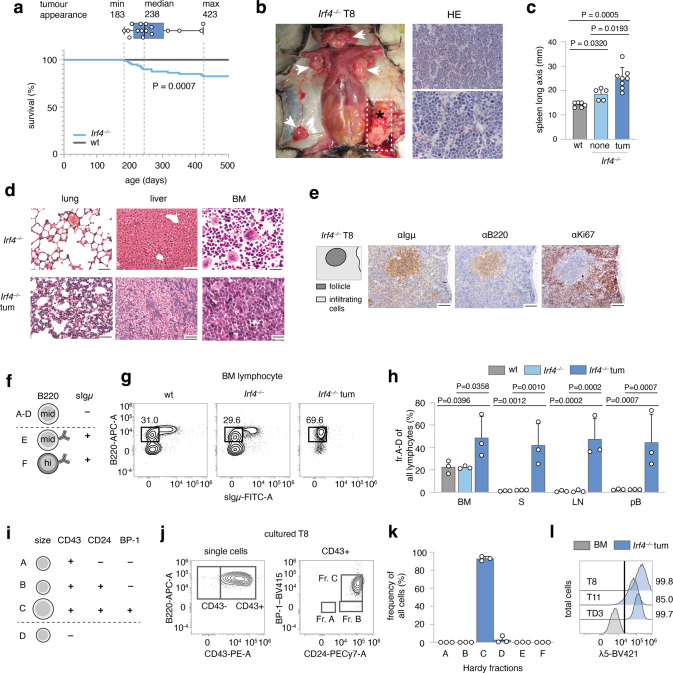
Spontaneous emergence of preB-I cell BCP-ALL in adult *Irf4*^*−/−*^ mice. **a** A cohort of 80 *Irf4*^*−/−*^ and wt mice was observed over 500 days for tumor development. Kaplan–Meier plot of survival. Box and whisker plot indicates minimum, maximum and median age at tumor appearance of the 14 affected mice. **b** Macroscopic appearance of an exemplary tumor (asterisk) and LNs (arrowheads) in an *Irf4*^*−/−*^ mouse. Right: Hematoxylin-Eosin (HE) staining from the tumor. Scale bars: top: 50 µm, bottom: 20 µm. **c** Longitudinal spleen (S) axis (mm) of *Irf4*^*−/−*^ mice with (*n* = 8) or without (*n* = 5) tumor and control wt mice (*n* = 6). tum = tumor. **d** HE stainings of lung, liver, and BM of tumor mouse T8 and a healthy *Irf4*^*−/−*^ mouse. Scale Bars: 50 µm (lung and liver), 20 µm (BM). **e** IHC-stainings of T8 mouse spleen for Igμ, B220, and Ki67. Scale bars: 100 µm. **f** Schematic representation of gross Hardy fractioning by surface B220 and Igμ expression. **g** Whole BM cells from wt, *Irf4*^*−/−*^, and tumor mice were stained for B220 and sIgμ expression and analyzed by flow cytometry. **h** Quantification of cell frequencies gated as in (**g**) for BM, S, LN, and pB (peripheral blood) of *n* = 3 mice per group. **i** Tabular representation of Hardy fr. A-D by size, CD43-, CD24-, and BP-1-surface expression. **j** Surface expression of markers as in (**i**) of in vitro cultured T8 tumor cells **k** quantification of cell frequencies gated as in (**j**) for three tumors (T8, T11, TD3) **l** surface λ5 expression on T8, T11, and TD3 by flow cytometry in comparison to whole BM cells from *Irf4*^*−/−*^ mice (BM) as a negative control. Statistical significance testing was performed with (**c**) one-way Welch-ANOVA followed by Dunnet’s T3 multiple comparison test and (**h**) with two-way ANOVA followed by pair-wise Tukey corrected comparisons within each organ. Bars depict mean ± SD, dots indicate mice (**h**) or distinct *Irf4*^*−/−*^ tumors (**k**).

All tumors (Fig. 1b shows a representative tumor in situ) were accompanied by lymphadenopathy (arrowheads) and increased spleen size (Fig. 1c). The suspected lymphomatous origin was corroborated microscopically (Fig. 1b, right panels), with infiltration of mononucleated cells into the BM, lung, and liver (Fig. 1d). Due to the known impaired maturation of *Irf4*^*−/−*^ preB cells [7], spontaneous eruption of preB-leukemia seemed plausible: In spleen sections (Fig. 1e), infiltrating cells stained positive for both B220 and Igμ (although less than untransformed “follicle” B cells) and Ki67. By flow cytometry, BM samples from tumor mice harbored an expanded pro/preB cell compartment (Hardy fraction (fr.)A-D [14], B220^mid^sIgμ^–^) (Fig. 1f, g). Fr.A-D cells were detected also in peripheral lymphoid organs and blood of tumor mice (Fig. 1h). Following the Hardy classification (Fig. 1i), we determined tumor cells to be fr.C preB cells (B220^mid^sIgμ^–^CD43^+^CD24^+^BP-1^+^) (Fig. 1j, k, sFig. 1a). In addition, Igμ, but not Igκ/λ was detected intracellularly (sFig. 1b). Lastly, tumors stained positive for surface λ5, part of the ψL (Fig. 1l). These attributes characterize the disease as preB-I cell BCP-ALL.

To prove clonality, we sequenced the VDJ junctions of the IgH region in three tumors (Supplementary Table 1). Almost all sequences per tumor were identical, demonstrating clonality. The tumors (three examples) further displayed copy number variations (CNV) (sFig. 1h), targeting differing genomic regions. Finally, transfer of tumor cells robustly elicited leukemia in wt acceptor mice (sFig. 1d–g) with as little as 500 transferred cells (sFig. 1f, g), indicating bona fide malignancy.

### B lymphopoiesis in *Irf4*^*−/−*^ mice harbors a hyperproliferative preB-I cell compartment

The uniform appearance of BCP-ALL in *Irf4*^*−/−*^ mice suggested a defined preleukemic pro/preB cell state vulnerable to immortalization. Dimensional reduction of BM samples stained for B-cell differentiation markers, identified an enlarged fr.C preB cell compartment already in healthy *Irf4*^*−/−*^ mice (Fig. 2a–c, sFig. 2a). This disturbed, but productive B-cell maturation confirms and extends previous reports [7]. Expression analysis of IL-7Rα and of CD2 (sFig. 2b, c), which accompanies cytosolic Igμ expression [15] further showed an increased frequency of CD2^-/dim^IL-7Rα^+^B220^+^sIgμ^−^ preB cells in *Irf4*^*−/−*^ mice.

**Fig. 2:**
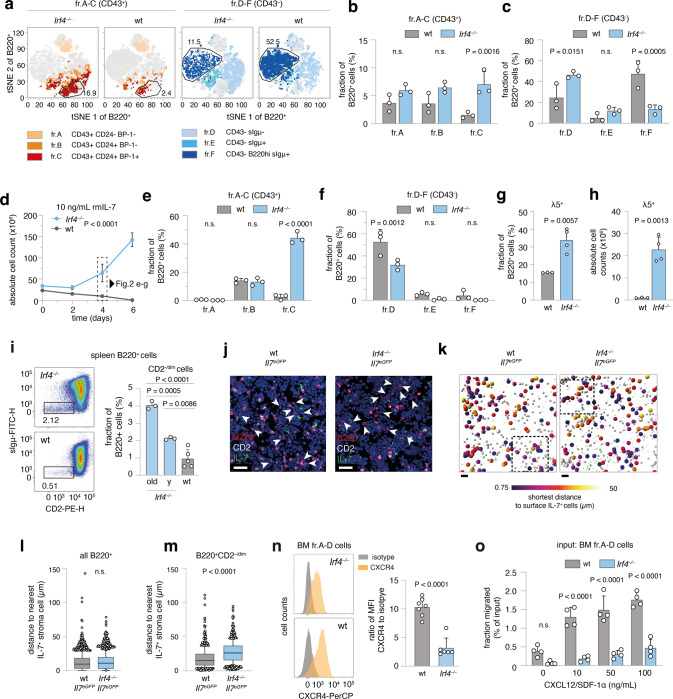
*Irf4*^*−/−*^ B lymphopoiesis is preleukemically altered. **a**–**c** flow cytometric analysis of BM cells for Hardy markers as in Fig. 1j. **a** tSNE of BM cells gated on B220^+^ cells. Colors correspond to Hardy fractions identified by the markers detailed in the legend. **b** and **c** quantification of Hardy fraction frequencies for *n* = 3 mice per genotype. **d**–**h** BM cells from *Irf4*^*−/−*^ and wt mice were cultured in the presence of 10 ng/mL rmIL-7 for 6 days and **d** counted every two days. **e**, **f** After 4 days, cells were stained as in **a**–**c** and Hardy fractions quantified. **g** frequency and **h** absolute cell counts of λ5^+^ cells on day 4. **i** spleen cells from *Irf4*^*−/−*^ (“y” = young: 6–10 weeks and old: >6 months) and wt mice were analyzed for the presence of CD2^–/dim^sIgμ^–^ cells within the B220^+^ gate. one-way ANOVA, Tukey post hoc. **j**–**m** 7 µm cryosections from *Irf4*^*−/−*^*Il-7*^*eGFP*^ and wt *Il-7*^*eGFP*^ mice were stained for B220, CD2, GFP, and DAPI. **j** exemplary regions of BM cryosections. Arrowheads indicate B220^+^CD2^–/dim^ cells. Scale bars = 15 µm. **k** automated B220^+^ cell detection: gray spheres indicate B220^+^ cells, larger spheres B220^+^CD2^–/dim^ cells, color-coded for their distance to GFP^+^ cells. Rectangles indicate magnified areas in **j**. Scale bars = 40 µm. **l**, **m** quantification of distances to IL-7^+^ cells for **l** all B220^+^ and **m** B220^+^CD2^–/dim^ cells. (*n* = 4 mice per genotype, one cryosection from femur metaphysis per mouse analyzed). Box and whiskers indicate mean and 95-IQR, dots indicate cells outside 95-IQR. **n** BM cells from *Irf4*^*−/−*^ and wt mice were gated on B220^+^sIgμ^–^ fr.A-D cells and analyzed for CXCR4 expression (left panels as representative staining). Data is presented for *n* = 7 (wt) and *n* = 6 (*Irf4*^*−/−*^) mice as the ratio of geometric mean for CXCR4 to isotype staining. **o** MACS-purified fr.A-D cells from BM were placed in the top insert of a Boyden chamber and left to migrate towards differing concentrations of CXCL12 for 16 h. Dots represent *n* = 4 biologically independent experiments, presented as migrated percentage of input cells. Two-Way ANOVA, Sidak post hoc for (**b**, **c**, **e**, **f**, **o**), Two-tailed unpaired *t* test for (**g**, **h**, **l**–**n**).

Purified BM B220^+^ cells from *Irf4*^*−/−*^ and wt mice were cultured with IL-7 (Fig. 2d–g) to compare proliferative capacities. After 6d, *Irf4*^*−/−*^ cells had expanded roughly three-fold, whereas wt cell numbers decreased. Phenotypically, *Irf4*^*−/−*^ cells accumulated at the fr.C stage (Fig. 2e, f) and expressed surface λ5 (Fig. 2g, h); exactly like *Irf4*^*−/−*^ leukemia. In contrast, wt cells differentiated further, losing surface CD43 (making them fr.D) (Fig. 2e, f) with some cells expressing sIgμ (fr.E). Thus, IL-7 unmasked the leukemic potential of the fr.C compartment in *Irf4*^*−/−*^ mice with both unchecked proliferation and a reinforced differentiation block. Notably, IL-7 dependent *Irf4*^*−/−*^ preB-I cell proliferation was blocked by NIBR3049 and Ruxolitinib, inhibitors of the IL-7R downstream actors JAK3 and JAK1 respectively (sFig. 2d).

### *Irf4*^*−/−*^ B-cell progenitors exhibit reduced retention to the BM niche

As overt leukemia is characterized by systemic presence, we tested whether already preleukemic *Irf4*^*−/−*^ B-cell progenitors would leak from the BM. To reduce the complex Hardy classification, we identified early B-cell progenitors, approximately until the preB-I stage, by B220^+^CD2^–/dim^ expression (sFig. 2b). We detected higher frequencies of splenic B220^+^CD2^–/dim^ cells in *Irf4*^*−/−*^ than in wt mice (Fig. 2h), which accumulated with age. Thus, premature BM evasion adds to the impaired differentiation and hyperproliferation that characterize *Irf4*^*−/−*^ preleukemia.

Potentially, this finding represented a systemic consequence of reduced vicinity to BM niche cells. We, therefore, analyzed the proximity of *Irf4*^*−/−*^ and wt B220^+^CD2^–/dim^ cells to IL-7^+^ BMSCs in situ using *Il-7*^eGFP^ reporter mice (Fig. 2j–m, sFig. 2e, f, Supplementary Movie 1) [16]. In femur cryosections, the B220^+^CD2^–/dim^ subset (Fig. 2j, arrowheads) but not the whole *Irf4*^*−/−*^ B220^+^ cell compartment was on average located further away from IL-7^+^ BMSCs, compared to wt control (Fig. 2l, m). We excluded differences in IL-7^+^ BMSC abundance between genotypes (sFig. 2g).

B progenitor retention to BM is secured via the interaction of CXCR4 on pro/preB cells with the IL-7^+^ BMSC-derived chemokine CXCL12 [17, 18]. Notably, *Irf4*^*−/−*^ pro/preB cells expressed markedly lower levels of CXCR4 compared to wt cells (Fig. 2n). Chemokine migration assays with Hardy fr.A-D cells showed that *Irf4*^*−/−*^ cells indeed migrated significantly less towards CXCL12 (Fig. 2o). Thus, reduced CXCR4-CXCL12 interaction likely induces the systemic seeding of *Irf4*^*−/−*^ B progeny. Inversely, direct cell interactions are likely not responsible, because *Irf4*^*−/−*^ and wt fr.A-D cells adhered equally to monolayers of OP-9 cells in vitro (sFig. 2h).

### The IL-7-JAK-STAT-axis is recurrently altered in *Irf4*^*−/−*^ leukemia

Most likely, a second, acquired genetic alteration was necessary for bona fide leukemia development and arose with low frequency per time, explaining the affected age and relatively low penetrance. Importantly, IL-7 deprivation of BM-evaded pro/preB cells should create strong survival stress and potential selection pressure for bona fide leukemogenesis. To identify somatically acquired mutations, we performed whole-exome sequencing (WES) of three independent tumors (T8, T10, T11) compared to sorted B220^+^sIgµ^−^ cells from *Irf4*^*−/−*^ BM. Comparisons of the single nucleotide variants (SNVs) between the three samples identified nine genes affected in all three tumor samples (Fig. 3a). Out of these, SNVs in four genes (*Rrs1, Jak3, AW82073,* and *Duxf3*) showed alternate base frequencies close to 0.5 or 1 (Fig. 3b), suggesting that they could be present on one or both alleles of all leukemic cells. Although we did not exclude the oncogenic potential of the other three genes, we focused on *Jak3*, because it is associated with IL-7R signaling. We detected *Jak3* mutations also in other tumors TD1, TD2, TD3, and T14 by Sanger- and RNA-sequencing (Fig. 3c, Supplementary Table 2). Thus, seven out of seven tested tumors carried *Jak3* mutations (“JAK3_mut_”). All mutations targeted either the active kinase domain or the pseudokinase domain regulating JAK3 activity. Some of these SNVs have been described before [19]. Further, using two different classifiers, no gene fusions could be detected (see methods). Analysis of typical BCP-ALL genes [20] identified some respective mutations at low frequencies, indicative of subclonal events (Fig. 3d). Among these, mutations in *Jak1*, the partner to JAK3 in IL-7R signaling, were detected in both T8 and T11.

**Fig. 3:**
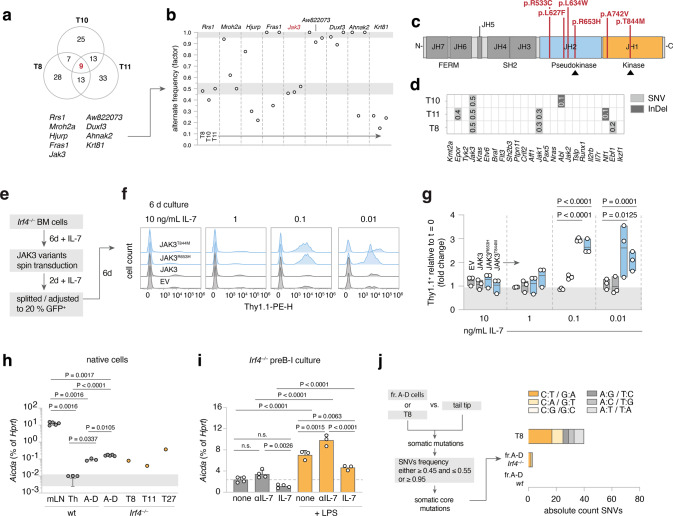
leukemia-derived *Jak3* mutations heighten IL-7 sensitivity of *Irf4*^*−/−*^ preB-I cells. **a** Venn diagram of shared mutated genes among WES from three *Irf4*^*−/−*^ leukemia samples (T8, T10, T11) **b** the nine shared genes were filtered for SNV frequency. gray areas: >0.95 and 0.45–0.55 margins as core mutation filters. **c** the five detected distinct *Jak3* SNVs were mapped onto JAK3 primary structure (JH = Jak homology domain). **d** *Irf4*^*−/−*^ leukemia WES were analyzed for mutations (SNV or InDel = insertions/deletions) in genes commonly altered in human BCP-ALL. Numbers indicate rounded frequencies of alteration. **e**–**g** *Irf4*^*−/−*^ BM cells were cultured for 6d with 10 ng/mL rmIL-7, transduced with control or JAK3_mut_ coding RVs, rested for 2 days, and then split into decreasing IL-7 concentrations. **f** Histograms for the Thy1.1 RV infection marker 6 days after splitting. **g** Quantification of Thy1.1^+^ cells after 6 days relative to start of culture (*t* = 0). Dots indicate *n* = 3 independent experiments, plotted as floating bars. EV = empty vector. **h** qRT-PCR from wt and *Irf4*^*−/−*^ cells for *Aicda* mRNA expression, relative to *Hprt* expression for *n* = 3 (Th (= T helper) and sorted fr.A-D wt BM cells), *n* = 5 (mLN (= mesenteric lymph node) and sorted fr.A-D *Irf4*^*−/−*^ BM cells), *n* = 1 per tumor T8, T11, T27. **i** *Irf4*^*−/−*^ preB-I cell cultures from whole BM cells were cultured in combinations of IL-7, αIL-7, and LPS for 24 h, as indicated, and analyzed for *Aicda* levels by qRT-PCR for *n* = 4 (no LPS) and *n* = 3 (LPS) samples. **j** WES from fr.A-D cells and T8 were compared to tail-tip samples to identify SNVs. Filtering on SNV frequency “0.45–0.55 or ≥0.95” yielded putative “core mutations”. Absolute numbers of nucleotide exchanges are presented as stacked bars, colors give the type of nucleotide exchange. Two-way ANOVA, Sidak post hoc for **g**–**i**.

To analyze the role of the JAK3_mut_, we transduced *Irf4*^*−/−*^ preB-I cell cultures with retroviruses (RVs) encoding no or wt JAK3 or the JAK3_mut_ R653H and T844M. Culturing transduced cells in the presence of αIL-7 to test for IL-7 independency unexpectedly resulted in cell death after a few days with no benefit for cells expressing JAK3_mut_ (sFig. 3a, b). To test if JAK3_mut_ would confer advantages with limited IL-7, RV-infected *Irf4*^*−/−*^ preB-I cell cultures were exposed to decreasing IL-7 concentrations (Fig. 3e–g). At 0.1 and 0.01 ng/ml IL-7, both JAK3_mut_-, but not JAK3_wt_-RV led to the outgrowth of transduced over untransduced cells after 6d of culture (Fig. 3f, g). Thus, JAK3_mut_ confer IL-7-hypersensitivity, but not -independency. Accordingly, ex vivo cultured *Jak3*-mutated T8 and T11 cells also still depended on IL-7 (sFig. 3c, d). However, the tumor cells exhibited increased proliferation (sFig. 3e) and λ5 surface retention (sFig. f, g) in decreased IL-7 concentrations when compared to wt or *Irf4*^*−/−*^ preB cell culture.

### *Aicda* is upregulated in *Irf4*^*−/−*^ preB cells by LPS and deprivation of IL-7

Because six out of seven *Jak3* mutations were C to T base exchanges (Table 2), we suspected a specific mutagenic agent. DNA-editing enzymes including the APOBEC family member AID can deamidate cytosines, e.g., during somatic hypermutation [21, 22]. Repair mechanisms most often ultimately cause C to T conversions [23, 24]. Notably, AID is induced in wt preB cells by IL-7 withdrawal and LPS stimulation and acts as a facilitator of human BCP-ALL [25]. Therefore, we compared *Aicda* expression in sorted *Irf4*^*−/−*^ and wt fr.A-D cells to that of wt mesenteric (m)LN- and CD4^+^ T_H_1-cells as controls and to individual leukemia samples. While mLN cells highly expressed *Aicda*, fr.A-D preB- and leukemia cells, but not T_H_1-cells, also expressed readily detectable amounts (Fig. 3h).

Furthermore, like their wt counterpart [25], in vitro expanded *Irf4*^*–/–*^ preB-I cells upregulated *Aicda* further under LPS treatment and during IL-7 withdrawal (Fig. 3i). This finding can explain how BM evasion and exposure to pathogens might cooperatively initiate mutagenic processes via AID in vulnerable *Irf4*^*−/−*^ preB-I cells.

To test if T8 exhibited signs of previous AID activity on a global level, we analyzed C:T/G:A-transition frequencies in WES of T8, as well as BM-sorted *Irf4*^*−/−*^ and wt fr.A-D cells compared with matched tail-tip samples. Indeed, we found a marked preponderance of C:T/G:A-transitions in T8, when filtering on putative somatic core SNVs (Fig. 3j).

### *Jak3* mutations in mice mirror *Jak2* mutations in human Ph-like ALL

Next, we compared *Irf4*^*−/−*^ leukemia to the complex landscape of human BCP-ALL subtypes (reviewed in refs. [11, 26, 27]), using a published human BCP-ALL cohort for which a random forest classifier had been established (Methods for details) [28]. Only mildly (potentially due to the interspecies comparison) elevated prediction scores were generated for Ph^+^, Ph-like, KMT2a- and DUX4-rearranged human BCP-ALL (sFig. 4a, b). Since all of these except Ph-like are defined by specific gene rearrangements, that we had not detected in *Irf4*^*−/−*^ mouse leukemia, we excluded them as comparable candidates.

Ph-like ALL harbors recurrent genetic alterations in signaling molecules, especially in CRLF2 and JAK2 [20]. While BCP-ALL overall preferentially affects children, the incidence of the Ph-like subtype increases from 10% in children to above 25% in AYA and adults [20, 29], reminiscent of the older age of *Irf4*^*−/−*^ leukemic mice. Furthermore, a published dataset of 154 Ph-like BCP-ALL cases exhibited 10-fold reduced *IRF4* transcripts, when compared to other BCP-ALL subtypes [20].

While in human Ph-like ALL, *Jak2* is commonly mutated, we report recurrent *Jak3* mutations in *Irf4*^*−/−*^ mice. As both proteins are part of distinct but similar signaling complexes in B-cell progenitors (Fig. 4a), we investigated structural and functional similarities between the specific *Jak3* and *Jak2* mutations. Comparisons of amino-acid sequences revealed high protein-wide interspecies and intermolecular similarities for both proteins (Fig. 4b). Mapping the two amino acids R653 and T844 (mutated in *Irf4*^*−/−*^ mice) onto JAK3 structure predictions, generated by the alpha-fold algorithm [30], revealed that the two amino acids are in direct contact at an interface of JH1-JH2 domains (Fig. 4c). This interface specifically is highly conserved in JAK2 compared to JAK3 (Fig. 4d, f, sFig. 4c, d). Intriguingly, R683 (corresponding to R653 in JAK3) is by far the most commonly mutated amino acid in JAK2 in Ph-like ALL, while mutations targeting T875 (corresponding to T844) also have been described [31]. These findings suggest that mutations in human JAK2 and mouse JAK3 affect a highly similar functional hotspot.

**Fig. 4:**
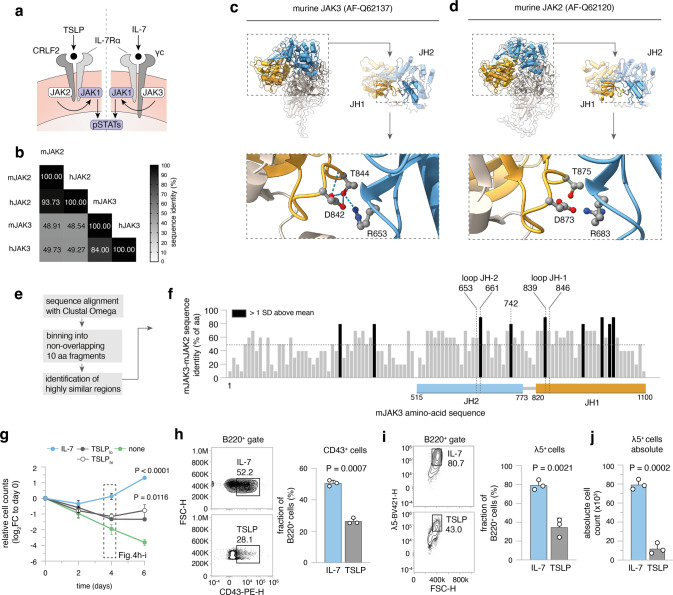
Ph-like ALL in humans harbors *Jak2* mutation corresponding to *Jak3* mutations in *Irf4*^*−/−*^ BCP-ALL. **a** Cartoon depicting IL-7 and TSLP receptor components. **b** Multiple sequence alignment results (using Clustal Omega) of mouse (m) and human (h) JAK3 and JAK2 amino-acid sequences are presented as a matrix. Numbers and shade indicate sequence identity as percentage of amino acids. **c**–**d** Alpha-fold structure predictions of murine **c** JAK3 and **d** JAK2 are presented. Colors indicate domains: orange = JH1, blue = JH2. JH1-JH2 interface is magnified and T844/T875, R653/R683, D842/D873 amino acids are highlighted as ball-and-sticks representations. Dotted lines = hydrogen bonds. **e** Overview of analysis for **f**: Sequences of mJAK2 and mJAK3 were aligned using Clustal Omega. The sequence of mJAK3 was binned into 10 non-overlapping amino-acid fragments and the sequence identity to mJAK2 plotted along the mJAK3 sequence. Dotted line = mean protein-wide sequence identity, black bars = areas with sequence identity greater than 1 SD above mean. JH1 and JH2 loop regions are mapped onto the sequence, JH1 and JH2 domain regions are indicated by colored rectangles below. **g**–**j** *Irf4*^*−/−*^ BM cells were cultured for 6 days in the presence of 10 ng/mL rmIL-7, 10, or 100 ng/mL rmTSLP(_lo/hi_) or no cytokine (none). **g** log_2_ of cell counts relative to day 0 for *n* = 3 independent experiments plotted as means ± SD. One-way ANOVA, Sidak post hoc comparing cytokine effect. **h**–**i** On day 4, **h** CD43^+^ and **i** λ5^+^ cells within B220^+^ cells were recorded for IL-7 and TSLP treated cultures. Numbers indicate percentages within the depicted gates of B220^+^ cells. **j** Absolute counts of λ5^+^ cells at day 4. Dots in **h**–**j** indicate *n* = 3 independent experiments, presented as bars (mean ± SD). Unpaired two-tailed *t* test for **h**–**j**.

As mentioned above, JAK2 and JAK3 are part of distinct, but similar receptors: JAK3 binds the common γ-chain involved in IL-7 signaling, while JAK2 associates with CRLF2 involved in TSLP signaling. Both signals involve the IL-7Rα chain and the same downstream pathways (STATs, PI3K) [32]. Therefore, the alternative presence of JAK3/JAK2 mutations between mouse and human BCP-ALL might reflect different cytokine preferences. Human proB/preB cells proliferate in response to both TSLP and IL-7 [33]. However, in *Irf4*^*−/−*^ BM cells IL-7, but not TSLP induced robust proliferation (Fig. 4g) as well as high frequencies and absolute counts of CD43^+^ (Fig. 4h) and λ5^+^ preB cells (Fig. 4i, j).

### IRF4 re-expression leads to cell death and differentiation

As *Irf4* deletion was a prerequisite for leukemia in our model, we examined the effect of forced IRF4 re-expression, using RVs coding for GFP alone (EV-RV) or plus IRF4 (IRF4-RV). When re-introducing IRF4 into T8 or T11, GFP^+^ IRF4-expressing-, but not GFP^+^ control cells gradually disappeared over time (Fig. 5a). AnnexinV/PI stainings confirmed apoptosis (not shown). Further, we noted the loss of surface λ5-expression induced by IRF4-RV (Fig. 5b, c). 

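T8 is a leukemia cell line established from a primary tumor of an *Irf4*-/- mouse. Bulk RNAseq was performed on T8 cells 24 h after transduction with EV-RV or IRF4-RV, with 2 libraries per group. According to the paper's methods, reads were aligned to GRCm38 with STAR and counted per gene with featureCounts. The authors deposited these counts without normalization, and whether counting used the strand or reads with several alignments is not given in the paper's text. The EV-RV libraries held 31686715 and 31230223 counts, and the IRF4-RV libraries held 34771970 and 37817752. At these depths, 3 counts, taken as the lowest level that can be shown, correspond to between 0.0793 and 0.0961 CPM, the counts scaled to the size of the library. This limit covers counting error only. *Eef1a1* took the largest share of counts in each library, between 1.53% and 1.8%. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 15.1 between the EV-RV libraries and 14.2 between the IRF4-RV libraries. They were used as separate samples. The paper calls them duplicates and does not state whether they were separate transductions, which these values cannot show. The SDs and p-values may therefore not cover the spread between independent transductions. Counts were scaled with TMM factors and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the paper's FDR cutoff of 0.1.

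*Irf4* (ENSMUSG00000021356) lies on the plus strand of chromosome 13 of GRCm38 from 30749226 to 30766976. It was counted 8070 and 7600 times in the EV-RV libraries and 95578 and 90693 times in the IRF4-RV libraries, which carry the vector. Reads from the vector and from the endogenous locus are not separated in these counts. Its level was 241.5 ± 0.584 CPM (SD, n = 2) with EV-RV and 2657 ± 234.1 CPM (SD, n = 2) with IRF4-RV. The log2 fold change was 3.46 (standard error 0.0907, edgeR adjusted p = 1.14e-06), and it stayed between 3.35 and 3.55 with each library left out in turn.

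Of 14637 genes tested, 4349 were differentially expressed, 2340 higher and 2009 lower with IRF4-RV. With library size only in place of TMM the balance was the opposite, with 1743 higher and 2867 lower genes. A log2 fold change beyond 1 was found for 659 of the higher and 310 of the lower genes. Deviations of same-numbered libraries from their group means correlated across genes with Pearson's r of 0.26, although genes are not independent replicates. With the replicate number as a block, which moved this count most among the alternatives, 6394 genes were called, and they included all 4349. On simulated counts the calls without the block held 14.8% false genes and those with the block 22%, above the nominal 10%. The simulation changed only 200 genes and held no replicate effect, so these shares do not carry over to the calls above. For the same reason it cannot show what the block gains where replicates share deviations.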

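Gene sets were tested for an excess of differentially expressed genes with a one-sided Fisher's exact test among the genes tested, adjusted over 11 sets. The test treats genes as independent, which genes of a set need not be. Its p-values therefore do not measure the spread between libraries, and very small ones should not be read literally. Reactome sets and lists of genes compiled before the data were examined were used, and GO sets were not used here. Of all genes tested, 29.7% were differentially expressed. In the Reactome set Innate Immune System, 103 of 366 genes were called higher and 35 lower with IRF4-RV (Fisher's exact adjusted p = 0.0012, and 3.54e-05 with the replicate block). Their median log2 fold change of 0.10 exceeded that of all 10000 random lists of the same size and similar expression. In Interferon Signaling, 49 of 101 genes were higher and 9 lower (Fisher's exact adjusted p = 2.16e-08, and 6.11e-08 with the replicate block), with a median of 0.41. This set had the smallest p of 788 Reactome sets tested without the replicate block. With the block other sets came before it, Translation among them. Adjusted over the 788 sets, Fisher's exact p was then 4.74e-18 for Translation and 6.25e-07 for Interferon Signaling. Of 51 interferon-stimulated genes, 50 were higher and 0 lower (also 0 lower at an unadjusted p under 0.05), with a median of 1.83 (Fisher's exact adjusted p = 1.45e-24, and 4.45e-18 with the replicate block).

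In the Reactome set Apoptosis, 26 of 126 genes were higher and 13 lower. No excess over all genes was detectable (Fisher's exact adjusted p = 0.454, and 0.0543 with the replicate block), and the median of 0.03 lay at percentile 62.4 of the random lists. The setting that moved this set most was testing all genes with at least 1 count, which gave a Fisher's exact adjusted p of 9.41e-07. It tested 30985 genes, among them genes too low to be called, and every set was then past 0.05. That setting favors any set of expressed genes and is no evidence for this one. A list of 30 pro-apoptotic genes held 13 higher and 6 lower genes (Fisher's exact adjusted p = 0.000381, and 0.0071 with the replicate block), with log2 fold changes from -1.87 for *Bok* to 2.36 for *Trp53inp1*. Among 9 anti-apoptotic genes, 6 were higher and 1 lower (Fisher's exact adjusted p = 0.00738, and 0.0543 with the replicate block). The median was 0.24 for the pro-apoptotic list, at percentile 99.95 of the random lists, and 0.41 for the anti-apoptotic list, at percentile 99.71.

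**Figure D1:**
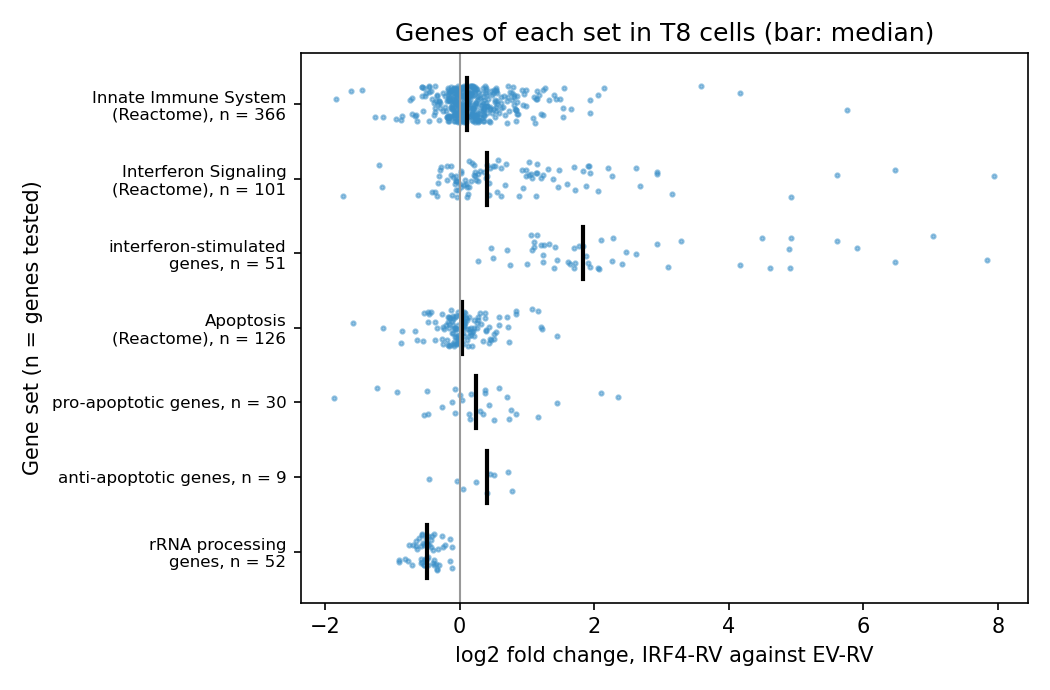
Log2 fold change of IRF4-RV against EV-RV in T8 cells (x axis) for each gene tested in 7 gene sets (y axis), with 1 point per gene and a black bar at the median of each set. Interferon-stimulated genes are centered at 1.83 and genes of rRNA processing at -0.49, and the Apoptosis set is centered at 0.03.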

Comparing the transcriptomes of still viable cells 24 h after transduction revealed strong induction of “apoptotic process” and “innate immune response” gene ontology (GO) gene-sets (gs) (Fig. 5d). 

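Coordinates are given on GRCm38. The surrogate light chain genes *Igll1* (ENSMUSG00000075370, chromosome 16, 16860671 to 16863985) and *Vpreb1* (ENSMUSG00000059305, 16868403 to 16870843) neighbor each other on the minus strand, and *Vpreb2* (ENSMUSG00000059280) lies at 17980428 to 17981273 on the plus strand. *Igll1*, which encodes λ5, was at 953.3 ± 84 CPM (SD, n = 2) with EV-RV and 388 ± 26.3 CPM (SD, n = 2) with IRF4-RV. Its log2 fold change was -1.30 (standard error 0.091, edgeR adjusted p = 5.95e-05, and 2.35e-107 with the replicate block). *Vpreb1* went from 665.1 ± 75.6 to 236.9 ± 9.26 CPM (SD, n = 2 each), a log2 fold change of -1.49 (standard error 0.0947, edgeR adjusted p = 3.82e-05, and 1.01e-138 with the replicate block). *Vpreb2* had a log2 fold change of -1.32 (standard error 0.0989, edgeR adjusted p = 8.62e-05, and 2.03e-110 with the replicate block). *Vpreb1* and *Vpreb2* are near-identical, so that the counting of shared reads could have split reads between them, and *Vpreb1* overlaps *Top3b* on the opposite strand. With each library left out in turn, the 3 log2 fold changes ranged from -1.39 to -1.20, from -1.61 to -1.37 and from -1.44 to -1.19. These drops were larger than the differences between replicates.

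*Ighm* (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730, minus strand) encodes the constant region of Igμ. It was at 2056 ± 57.4 CPM (SD, n = 2) with EV-RV and 2724 ± 18.8 CPM (SD, n = 2) with IRF4-RV. The log2 fold change was 0.41 (standard error 0.0697, edgeR adjusted p = 0.00509, and 2.28e-12 with the replicate block). *Igkc* (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966, plus strand), the constant region of Igκ, rose from 181.8 ± 6.4 to 464.5 ± 8.78 CPM (SD, n = 2 each). Its log2 fold change was 1.35 (standard error 0.0724, edgeR adjusted p = 1.95e-05, and 2.46e-117 with the replicate block). Counts per gene do not tell germline from rearranged transcripts of these loci. *Blnk* (ENSMUSG00000061132, chromosome 19, 40928927 to 40994535, minus strand) rose from 108.1 ± 0.296 to 221.8 ± 11.8 CPM (SD, n = 2 each), a log2 fold change of 1.04 (standard error 0.076, edgeR adjusted p = 7.64e-05, and 2.14e-62 with the replicate block). Of the B-cell genes named in Fig. 5g, *Blk* changed by 1.86, *Ezh2* by 1.62, *Cd74* by 2.09 and *Ccnd2* by 1.37 on the log2 scale. *Cd38* rose by 3.94, from 26 and 10 counts to 320 and 280. *Cd40* was counted 0 and 2 times with EV-RV and 84 and 94 times with IRF4-RV, so that it was at least 27.4-fold higher.

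**Figure D2:**
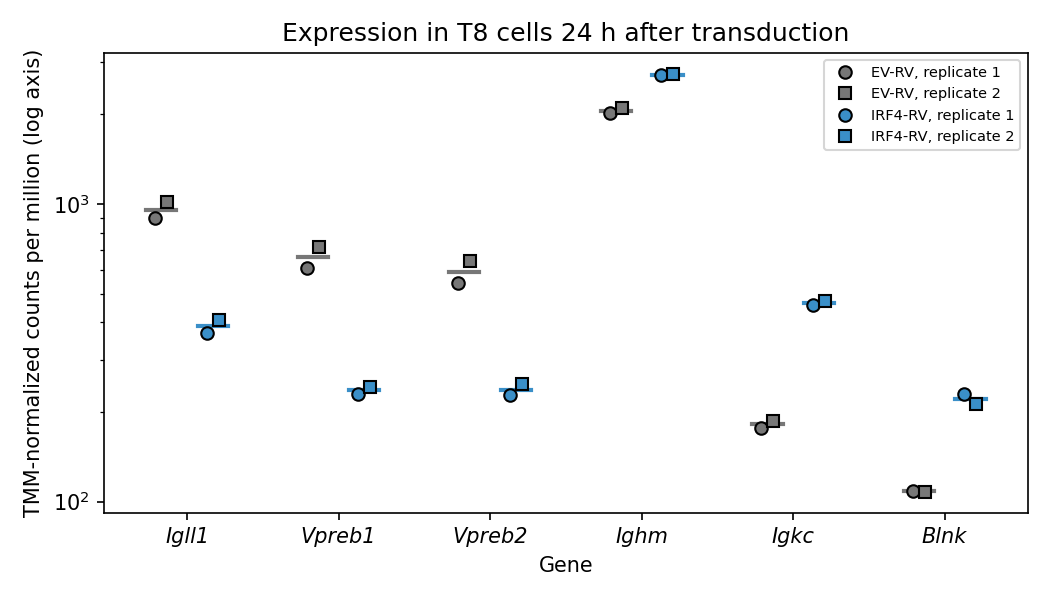
TMM-normalized CPM (y axis, log scale) of 6 genes (x axis) in T8 cells 24 h after transduction, with circles for replicate 1, squares for replicate 2 and lines at the group means. The IRF4-RV libraries lie under both EV-RV libraries for *Igll1*, *Vpreb1* and *Vpreb2* and over both for *Ighm*, *Igkc* and *Blnk*.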

Markov clustering of GO gs affected by IRF4 re-expression (Fig. 5e, f) further identified several coregulated B-cell differentiation gs (Fig. 5f), with downregulated ψL components *Igll1*, *Vpreb1,* and *Vpreb2*, but upregulated differentiation genes including *Igμ*, *Igκ,* and *Blnk* (Fig. 5g, h, sFig. 5a, b). Similar results were obtained for T11 (sFig. 5c, d). Therefore, fully transformed leukemia remained targetable by IRF4 re-expression.

**Fig. 5:**
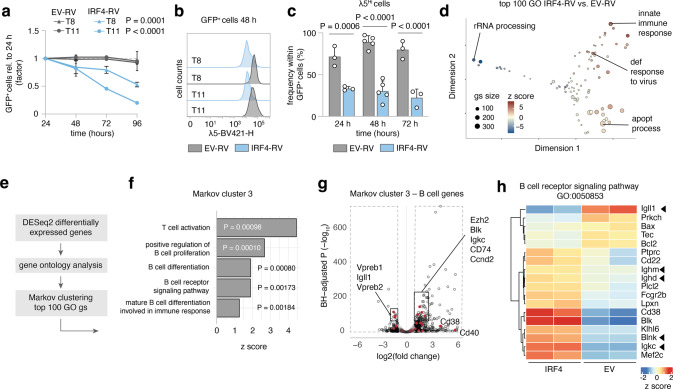
IRF4 re-expression results in apoptosis and differentiation of leukemia cells. **a**–**c** T8 and T11 cells were transduced with IRF4-RV or control empty vector (EV)-RV. **a** GFP^+^ cell frequency normalized to 24 h after transduction was recorded. One-Way ANOVA, Sidak post hoc for RV effect per tumor. Mean ± SD of *n* = 3 independent experiments. **b** Representative histogram of λ5 surface expression of GFP+ cells at 48 h. **c** Pooled Quantification of λ5^Hi^ cells for three (24, 72 h) to five (48 h) independent experiments for T8 and T11. **d**–**h** T8 cells were collected in duplicates at 24 h after EV-RV and IRF4-RV transduction and subjected to bulk RNAseq. **d** MDS plot of top 100 gene ontology (GO) gene-sets varying between EV and IRF4 transduced T8. Representative gene sets annotated. Size of circles = number of genes, color = *z* score. **e** Analysis strategy for GO gene-set clustering using Markov clustering. **f** Gene-sets from Markov cluster 3 and corresponding *P* values and *z* scores. **g** Volcano plot of B-cell genes from Markov cluster 3 (red) highlighted within all differentially regulated genes (black). **h** Heat map of B-cell receptor signaling GO gene-set. Immunoglobulin genes and the tumor suppressor *Blnk* are marked. Color = z score.

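All 18 genes of the B-cell receptor signaling heat map were tested in T8 cells, and 17 were differentially expressed, 13 higher and 4 lower with IRF4-RV. The z score, the difference between higher and lower genes over the square root of their sum, was 2.18. With the replicate block all 18 were called and the z score was 1.89. The gene that differed was *Bax*, which fell by 0.25 on the log2 scale (standard error 0.103, edgeR adjusted p = 0.123, and 0.000897 with the replicate block). With each library left out in turn, its log2 fold change ranged from -0.37 to -0.13. *Bax* overlaps *Gm45808* on the same strand. Among the higher genes, the log2 fold change was 1.31 for *Mef2c* (edgeR adjusted p = 6.47e-05, and 1.22e-83 with the replicate block), 0.74 for *Cd22* (edgeR adjusted p = 0.00222, and 7.69e-32 with the replicate block) and 0.55 for *Ighd* (edgeR adjusted p = 0.0125, and 1.23e-09 with the replicate block). Besides *Igll1*, the lower genes called were *Prkch*, *Bcl2* and *Tec*, which fell by 0.58, 0.46 and 0.37. The larger Reactome set Signaling by the B Cell Receptor held 38 higher and 10 lower genes among 144 tested (Fisher's exact adjusted p = 0.265, and 0.013 with the replicate block). The paper concludes that IRF4 re-expression could still target fully transformed leukemia. Besides transcripts in T8 and T11, it reports that IRF4-expressing cells of both tumors disappeared over time. It also reports apoptosis by AnnexinV/PI staining and a loss of surface λ5.

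**Figure D3:**
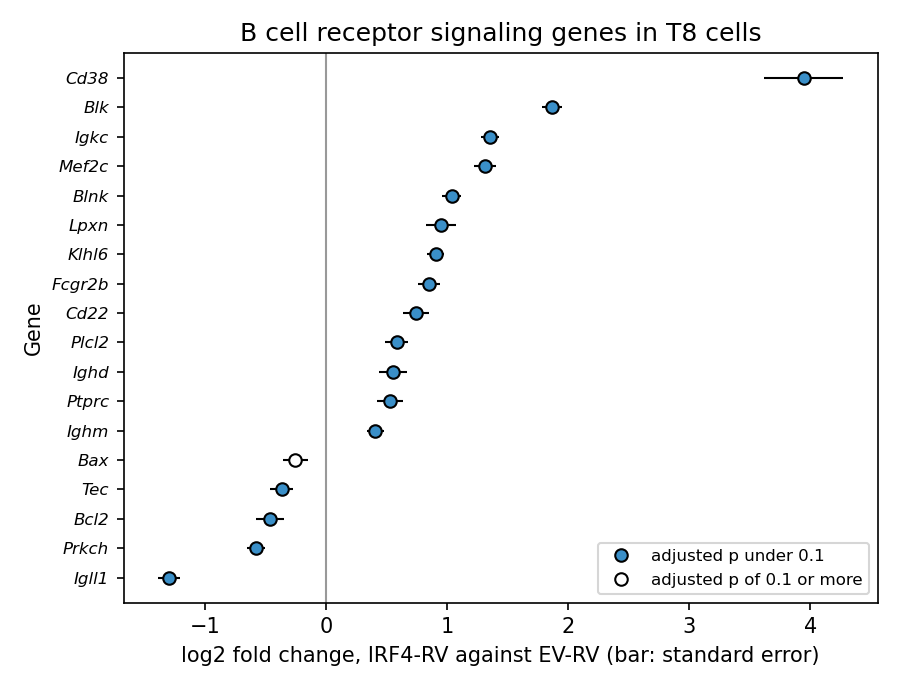
Log2 fold change of IRF4-RV against EV-RV (x axis) for the 18 B-cell receptor signaling genes (y axis) in T8 cells, with bars for the standard error and n = 2 libraries per group. Filled points mark the 17 genes with an edgeR adjusted p under 0.1, and *Bax* is drawn open.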

### Small compound agents affecting *Irf4*^*−/−*^ leukemia *cells* in vitro

Next, we screened a collection of kinase inhibitors for their capacity to kill *Irf4*^*−/−*^ leukemia cells in vitro. We included NIBR3049 targeting JAK3, Ruxolitinib, an inhibitor of JAK1/2 (downstream of JAK3), and Dexamethasone, a cornerstone for treating lymphomatous malignancies. Furthermore, we included inhibitors of NFκB (IKK, TAK1), JNK, MEK, ERK, PP2A, GFI1, FAK, and the Bruton tyrosine kinase (BTK) acting downstream of the BCR.

A variety of these substances potently killed tumor cells (sFig. 6a), implying the involvement of multiple pathways in leukemia cell survival. The efficacy of Ruxolitinib and NIBR3049 corroborated our results concerning *Jak3* driver mutations. Furthermore, inhibitors of GFI1 and PP2A, as well as NFκB and JNK, were potent. In contrast, inhibiting BTK, MEK and ERK had no impact.

### In vivo therapy of established *Irf4*^*−/−*^ B-ALL

Next, we implemented JAK inhibition as in vivo treatment for *Irf4*^*−/−*^ leukemia. We began induction therapy with Dexamethasone around day 12 after adoptively transferring 3 × 10^5^ T8.1 cells i.p. into wt mice (Fig. 6a), when overt leukemia was noted in peripheral blood (pB) (Fig. 6b “pre”). After 7d of treatment, leukemic cell numbers in pB were robustly reduced (Fig. 6b “post”), although few cells reproducibly remained detectable (Fig. 6c). Maintenance therapy was continued with Ruxolitinib or vehicle control by oral gavage twice daily for the following 12 days (Fig. 6a, c). Importantly, the half-life of Ruxolitinib in mice is only 0.8 h (“Australian Public Assessment Report for Ruxolitinib”, Australian Government), implying that any observed in vivo effectiveness might be underestimated.

**Fig. 6:**
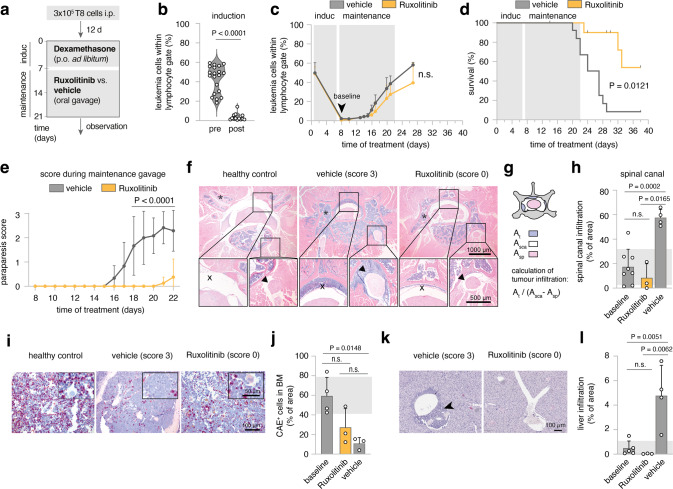
Ruxolitinib reduces leukemic meningeosis and organ infiltration in vivo. **a** Schematic overview of experimental design. Day 0: injection of mice with 2 × 10^5^ T8 cells. After 12 days initiation of Dexamethasone induction therapy supplied in drinking water for seven days. Maintenance therapy comprised either Ruxolitinib-phosphate (11 mice) or vehicle control gavage (13 mice) twice daily for 14 days. Mice were scored daily and blood sampling was performed regularly. **b** Leukemia cell frequency (B220^+^sIgμ^-^) within lymphocyte gate before and after induction with Dexamethasone. Two-tailed unpaired *t* test **c** time-course of leukemia cell frequencies in peripheral blood for Ruxolitinib and vehicle-treated mice. **d** Survival as Kaplan–Meier plot analyzed with Log-rank test. In the Ruxolitinib group, four mice were excluded and censored due to intervention-related adverse reactions or due to their use in the analysis described in **f**–**l**. **e** Disease scores, determined as described in methods. Mean ± SD of the scores per indicated treatment group analyzed by two-way ANOVA, Sidak post hoc. *n* = 2 replicate experiments for **b**–**e** with similar outcome. **f** Exemplary histopathology (HE) of healthy or leukemia bearing mice (score 3, vehicle-treated or score 0, Ruxolitinib-treated). One representative mouse per condition. Bar size in the bottom right corners. Top panels: an overview of cross-sectioned lumbar vertebrum, bottom inserts from spinal canal (left) and spinal nerve root (right). **g** Schematic representation of the calculation of tumor infiltration into the spinal canal. (*A*_t_: area of tumor infiltration, A_sca_: area of total spinal canal, *A*_sp_: area of the spinal cord). **h** Quantification of spinal canal infiltration according to **g** for *n* = 8 after induction (baseline), *n* = 3 score 0 (Ruxolitinib) and *n* = 4 score 3 (vehicle) mice. **i** Representative CAE stainings from vertebral BM for score 0 and score 3 mice. **j** Quantification of area occupied by CAE^+^ cells relative to total BM area for *n* = 4 (baseline), *n* = 3 (score 0, Ruxolitinib) and *n* = 4 (score 3, vehicle) mice. **k** Representative HE stainings from liver tissue for score 0 and score 3 mice, Scale bar bottom right. **l** Quantification of tumor infiltrated area relative to whole liver area for *n* = 5 (baseline), *n* = 3 (score 0, Ruxolitinib) and *n* = 4 (score 3, vehicle) mice. Each dot represents measurements of three complete liver cross-sections per mouse.

Despite maintenance therapy, leukemic cells in pB reappeared, with no significant difference between treatment groups (Fig. 6c). However, treatment with Ruxolitinib resulted in a clear survival benefit (Fig. 6d) and marked improvement of a prominent neurological symptom: in sham-treated animals, temporary limpness of the tail and hind legs occurred seconds after gavage, which we quantified using a newly established scoring system (ranging from 0 to 3, see Methods).

Mechanistically, ultrasound imaging revealed an echogenic paravertebral mass (sFig. 7a, b) in score 3, but not score 0 mice. By histology, score 3 correlated with severe infiltration of blasts into the spinal canal (X in Fig. 6f), extending into spinal nerve roots (arrowhead in Fig. 6f). Therefore, paraparesis likely represented a manifestation of mouse leukemic meningeosis, exacerbated by gavage-induced increases in intraabdominal pressure.

Paraparesis was reproducibly relieved during Ruxolitinib treatment (Fig. 6e), correlating with the suppression of perimyelon infiltration that ensued in vehicle-treated mice after the end of induction therapy (Fig. 6f, h). In contrast, the severely impaired hematopoiesis in sham-treated mice, indicated by low CAE^+^ cell frequencies, was not significantly ameliorated by Ruxolitinib (Fig. 6i, j).

These findings raised the possibility that Ruxolitinib preferentially targets infiltration of solid organs rather than BM or pB. Accordingly, Ruxolitinib fully blocked the liver infiltration as observed in sham-treated mice (Fig. 6k, l). As tissue infiltration is regulated by homing receptors, we treated T8.1 and T8.2 cells with Ruxolitinib in vitro and recorded the expression of CD29 (integrin β1), which pairs with various integrin alpha chains involved in cell- and tissue adhesion [34, 35]. Notably, on T8.1 and T8.2, Ruxolitinib reduced CD29 expression dose-dependently (sFig. 6c–e) while it even slightly increased expression of MHC I molecules (H2D^b^, H2K^b^), stained as a specificity control.

## Discussion

The herein described spontaneous leukemogenesis in *Irf4*^*−/−*^ mouse stresses the particular vulnerability of preB-I cells. Our data provide insights for (a) conditions promoting leukemogenesis, (b) functional consequences of *Jak* mutations, (c) parallels of mouse and human BCP-ALL and (d) potential in vivo treatment:

(a) We provide evidence for a two-hit leukemogenesis model: The first hit (*Irf4* loss) resulted in reduced differentiation, IL-7-dependent hyperproliferation, and impaired retention to the BM niche (Fig. 7). A second hit (targeting *Jak3* in our model) created a dominant survival signal, probably founding overt preB-I leukemia.

**Fig. 7:**
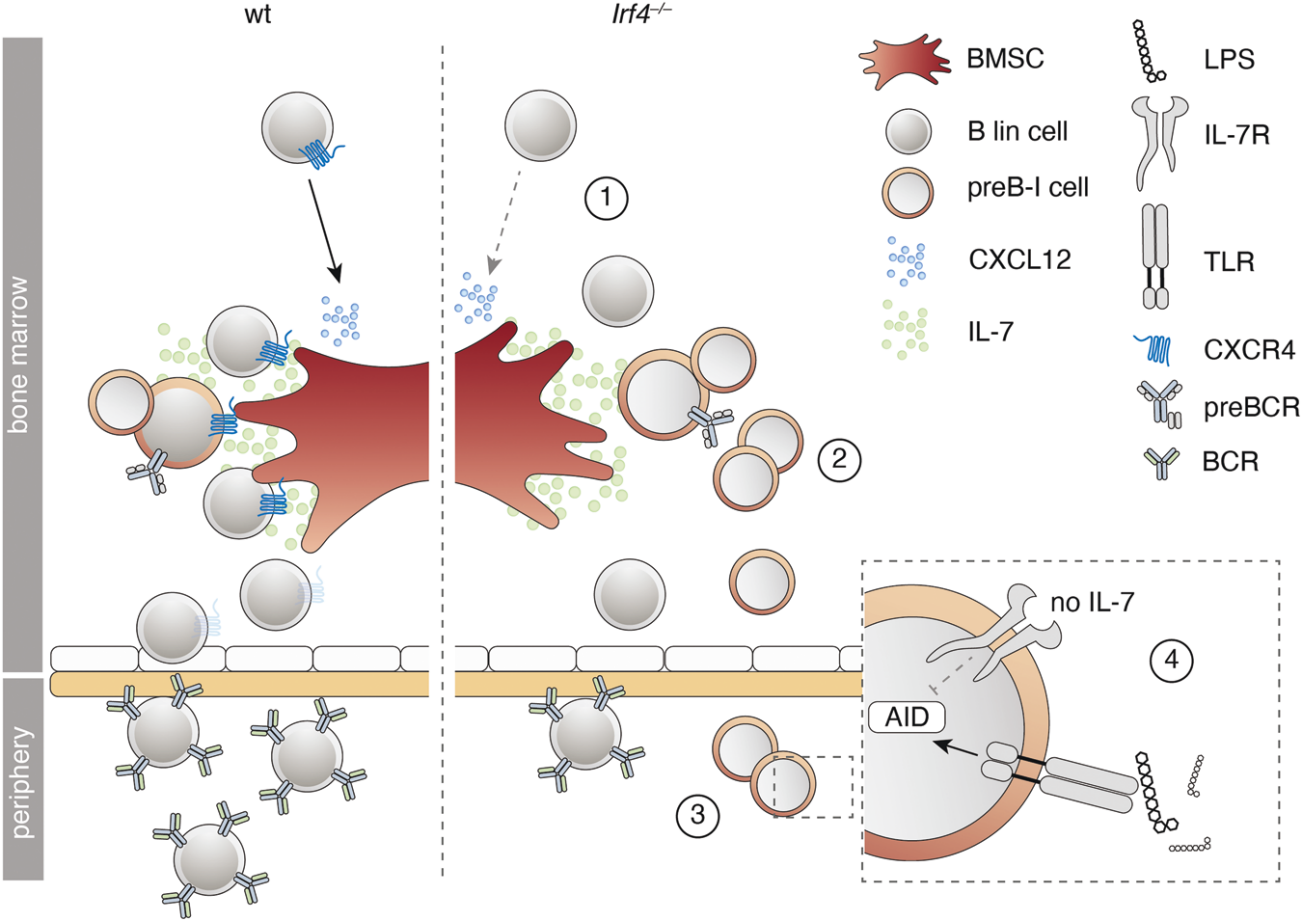
Summary of the preB-I preleukemic state induced by IRF4 deficiency. Cartoon summarizing the findings for IRF4 deficient compared to wt B lymphopoiesis. B lineage (lin) cells are less responsive to BMSC-derived CXCL12 due to reduced surface CXCR4 expression (1). *Irf4*^*−/−*^ preB-I cells exhibit impaired differentiation and IL-7 dependent hyperproliferation (2). *Irf4*^*−/−*^ preB cells escape into the periphery (3), where a combination of IL-7 deprivation and danger-associated molecular patterns (such as LPS) might induce AID expression (4), fueling mutagenesis.

The induction of BCP-ALL in *Irf4*^*−/−*^ mice are similar to *Ikzf1* and *Pax5* mutated mouse models [36–38], implying similarities between these TF-alterations. Probably, one shared mechanism is the differentiative impairment. Importantly, for *Irf4*^*−/−*^ fr.A-D cells we even detect slightly higher levels of *Pax5* compared to wt fr.A-D cells (sFig. 8), ruling out that the findings in *Irf4*^*−/−*^ mice merely mirror those of *Pax5* deficiency. The reverse remains conceivable; that *Ikzf1* and *Pax5* mutations converge in lowering IRF4 expression.

In addition to mice mutated in *Pax5* or *Ikzf1*, *Irf4/Irf8*^*−/−*^, and *Irf4/Spi1*^*−/−*^ mice have been shown to develop leukemia early in life at a high incidence [39, 40]. Contrasting these studies, we report that a single deficiency for IRF4 fully suffices for leukemogenesis. We excluded secondary alterations in *Irf8, Spi1* in our model: we found unchanged expression and gene sequence of IRF8 (not shown) and normal amounts of *Spi1* transcripts (sFig. 8a) in *Irf4*^*−/−*^ fr.A-D cells. The single IRF4 deficiency models potential clonal initiating events better than *Irf4/Irf8*^*−/−*^ or *Irf4/Spi1*^*−/−*^ mice, because *Irf4*^*−/−*^ mice harbor productive B-cell development.

We newly describe that a preleukemic alteration can lead to reduced BM retention, presenting a tentative explanation for the induction of mutagenic signals, as deprivation from IL-7 and exposure to bacterial compounds can cooperatively induce the mutagenic agent AID [25].

(b) Why do *Jak3* mutations only lead to enhanced sensitivity to, but not complete independence of IL-7? Analysis of JAK3 and JAK2 structure implied that mutations of R683/R653 and T875/T844 might decrease JH1-JH2 interaction strength. This would imply reduced auto-inhibition as the GOF mechanism—in line with findings for the JAK family member TYK2 [41]. This alone cannot explain cytokine independency, owing to the receptor biology: The two preassembled receptor chains keep JAKs intracellularly separated [42]. Ligand binding is needed for a conformational change that brings JAKs into the proximity needed for cross-phosphorylation.

To explain our observations, we propose an oncogene model with two equilibria (Fig. 8a, b): the first is determined by cytokine concentration and dictates the probability of receptor conformation change (Fig. 8a). The second, independent equilibrium (Fig. 8b), is determined by the interaction strength at the JH1-JH2 interface and dictates the probability of JH1 and JH2 dissociation. Only the combination of the “bound” and “active” state (Fig. 8c) would result in the elicitation of a signal (Fig. 8c, green frame).

**Fig. 8:**
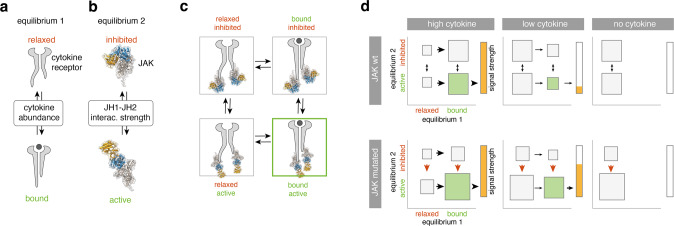
A “two-equilibrium model” explains JAK mutant effects in primary preB-I cells. **a** Equilibrium 1 is determined by cytokine abundance and dictates the cytokine receptor state (bound vs. relaxed). **b** Equilibrium 2 is determined by the interaction strength between JH1 and JH2 domains in JAKs and dictates the JAK state (inhibited vs. active). **c** Equilibria 1 and 2 interact to create four possible states. Green lettering indicates signaling favoring state. Green frame indicates the actively signaling state. **d** For high (left), low (middle), and no (right) cytokine in the presence or absence of JAK3 mutations, hypothetical probabilities of equilibria states as in **c** are presented. Size of rectangles signifies likelihood of state relative to others. Arrows indicate shifts of equilibria, red arrows indicate the effect of JAK mutations. Green rectangle = active signaling state (bound and active). Bars to the right of each panel indicate signal strength as a direct result of the two equilibria adjacent to it.

In this model, JAK mutations would only affect the second equilibrium (Fig. 8d, red arrows). Sporadic ligand binding would still be needed for elicitation of signaling. The model stringently predicts the better exploitation of low cytokine concentrations for JAK_mut_ that we observed in vitro. Figure 8d depicts theoretical probabilities of receptor states in the presence (top row) or absence (bottom row) of JAK mutations.

Our findings that JAK3_mut_ confer heightened cytokine sensitivity, but not -independence, is in contrast to what has been found for JAK2-R683G mutants expressed in the commonly used BaF3 cell line [43]. However, BaF3 cells depend on IL-3 and not IL-7Rα cytokines (i.e., IL-7 or TSLP). Therefore, it remains conceivable, that the IL-3 receptor provides a different physiology, which may deviate from the IL-7R physiology in primary B progenitors.

(c) The finding that *Irf4*^*−/−*^ preB-I cells respond preferentially to IL-7 over TSLP presents a possible explanation, why mouse models of BCP-ALL acquire *Jak3* mutations, and human Ph-like ALL typically harbors *Jak2* mutations. Our comparison of JAK structure predictions yielded corresponding mutations likely to elicit similar downstream effects.

(d) Lastly, our in vivo experiments reinforce Ruxolitinib as a potential treatment for JAK-driven BCP-ALL. The compound represents an important therapeutic agent in myeloproliferative disease and is already studied for the treatment of Ph-like-ALL [44, 45]. We describe a preferential effect of Ruxolitinib on CNS- and organ infiltration, potentially due to reductions in integrin expression on leukemia cells. These effects are of potential translational importance because current CNS-targeted therapies for ALL remain toxic.

## Methods

### Mice

C57Bl/6 mice were purchased from Charles River, Sulzfeld, Germany. *Irf4*^*−/−*^ mice [7] and *Il-7*^*eGFP*^ mice [46] (provided by Koji Tokoyoda, DRFZ Berlin) were bred on the C57Bl/6 background and housed in the animal facility of the Biomedical Research Center at the University of Marburg, Germany. If not stated otherwise, all mice used in the presented experiments were 8–12 weeks old and sex-matched.

### Tumor cell lines and cell culture

Stable tumor cell lines T8.1, T8.2, and T11 were established from primary *Irf4*^*–/–*^ leukemia cells (derived from primary tumor 8, i.e., T8, or tumor 11 (T11)) by culturing them on a monolayer of irradiated (30 Gy) ST2 stromal cells [47] grown to confluency in Opti-MEM medium (31985070, ThermoFisher Scientific) supplied with 1% cell culture supernatant from JIL-7.6 J558 cells [48] (a gift from Fritz Melchers, Berlin) as a source of IL-7. After several passages, T8 and T11 cells grew independently of ST2 cells. For in vitro inhibitor experiments, 2.5 × 10^5^ T8.1 or T8.2 cells (or T11 cells) were cultured in 500 µL RPMI medium in 48 well plates in the presence of the indicated concentrations of inhibitors. To determine the percentage of viable cells, samples were stained using Annexin V and propidium iodide (PI) (see below) after 48 h. Substances used include Defactinib (S7654, Selleckchem), Oxocaenol (O9890, Sigma), GANT61 (Sigma, G9048), SP203580 (EI-286-0001, Enzo), SP600125 (EI-305-0010, Enzo), PD98059, Promega), Ibrutinib (S2680, Selleckchem), BAY11-7082 (ALX-270-219, Alexis), Dexamethasone (PZN 08704491, mibe GmbH) and Ocadaic acid (O4511, Sigma).

### Murine pro/preB cell cultures

Femur and tibia bones from 8 to 12 weeks old mice were explanted and cleaned from adherent tissues. Cells were extracted via centrifugation at 11 × 10^3^ RPM for 10 s. Total BM cells were enriched for B220^+^ (sIgµ^−^) B lineage cells using an in-house magnetic-activated cell sorting protocol. Briefly, whole bone marrow cells were stained with a mix of FITC-conjugated antibodies to (Igµ), CD11b, B220, Ter119, CD49b, CD4, and CD8 (all from eBioscience), followed by incubation with an anti FITC/streptavidin/biotin/magnetic bead complex (Miltenyi Biotec) and magnetic sorting using a microcentrifugation tube stand (Miltenyi Biotec) [49]. Sorting efficiency, as confirmed by flow cytometry, routinely exceeded 90%. Cells were seeded at a density of 1 × 10^5^ cells per well in 200 µL RPMI complete (96-well plates, Greiner). Pro/preB cell cultures were propagated with 10 ng/mL rmIL-7 (217-17, Peprotech) in RPMI-1640 medium complete (R8758, Sigma-Aldrich, supplemented with: 10% FCS (Sigma-Aldrich), 2 mM l-glutamine (Biochrom), 50 µM β-mercaptoethanole (Sigma-Aldrich), 0.03/0.05 g per 500 mL Penicillin G/Streptomycin Sulfate, 1% non-essential amino acids (PAA Laboratories)). In some experiments, pro/preB cells (1.25 × 10^6^/mL medium) were treated for 24 h with LPS (Sigma, 1 µg/ml), anti-IL-7 (BioXCell, 10 µg/ml), rmIL-7, or respective combinations, before generating mRNA for qRT-PCR.

### Transwell migration assay and OP-9 adhesion assay

For the transwell migration assays, Hardy fr.A-D cells were magnetically sorted from BM of wt and *Irf4*^*−/−*^ mice as described above (with addition of FITC-conjugated anti-Igµ antibody), and 2 × 10^5^ cells in RPMI (without additives, FCS-free) containing 10 ng/mL rmIL-7 seeded in 50 µL in the top chamber of 96-well 5 µm pore uncoated 96-well transwell plates (HTS transwell^®^ Corning). The bottom chamber was flooded with 200 µL RPMI containing indicated concentrations of rmCXCL12 (Peprotech). After 16 h, inserts were removed, cells in the bottom chamber were collected, counted, and analyzed for B220 surface expression using flow cytometry. The fraction of migrated cells was calculated as n(migrated) × freq_B220_(migrated)/n(input) × freq_B220_(input). Normalization to B220^+^ cells reduced interexperimental differences due to differences in cell purity after magnetic selection. For OP-9 adhesion assays, 5 × 10^3^ OP-9 cells (a gift from Hyun-Dong Chang, DRZF Berlin) were seeded in 96-well microtiter plates 24 h before the assay. On the day of the assay, fr.A-D cells were purified as above and 2 × 10^5^ fr.A-D cells were seeded on top of OP-9 monolayers in RPMI complete + 10 ng/mL rmIL-7. Plates were centrifuged briefly to accelerate cell descension. After 1 h, suspended cells were collected in the supernatant and by washing OP-9 monolayers two times with PBS.

### Flow cytometry and cell sorting

For surface staining of B lineage markers, cells were harvested, resuspended in PBS/1% FCS and stained with anti-B220 (RA3-6B2, Biolegend), anti-Igµ (II/41, BD Bioscience), anti-CD43 (RM2-5, Biolegend), anti-CD24 (M1/69, invitrogen), anti-BP-1 (BP-1, BD Bioscience), anti-CD2 (RM2-5, Biolegend), anti-CXCR4 (L276F12, Biolegend), anti-CD127 (=IL-7Rα) (A7R34, BD Bioscience), anti-CD179b (=λ5) (LM34, BD Bioscience) as indicated (20 min at room temperature in the dark). All antibodies were employed at a dilution of 1:500. Fluorescence was recorded using either a FACS Aria III (BD) or an Attune NxT (Thermo-Fisher) analyzer. Data analysis was performed using the FlowJo V10 software (BD). For dimensional reduction, we used the t-Distributed Stochastic Neighbor Embedding (tSNE) [50] algorithm built into FlowJo V10. Epitopes on BM cells from *Irf4*^*−/−*^ and wt control mice used for dimensional reduction analysis comprised B220, sIgµ, CD43, CD24, BP-1. For RNA and WES analyses, BM cells were surface labeled for B220 and sIgµ expression, and B220^+^sIgµ^−^ cells were sorted using a FACS Aria III (BD Bioscience). Sorting efficiency was routinely above 95%. To determine cell viability, AnnexinV/PI staining was performed using 5 µL AnnexinV (640905, Biolegend) per 500 µL HBSS. After 20 min of incubation at room temperature in the dark, 1 µL PI (421301, Biolegend) was added, and cells were immediately measured.

### CNVs analysis

CNVs were analyzed in tumor samples 8, 10, and 14 and compared to *Irf4*^*−/−*^ normal tail tissue. Whole DNA was extracted from 5 × 10^6^ cells per sample using the Macherey-Nagel NucleoSpin Tissue kit (REF 740952.50) according to the manufacturer’s protocol. Library preparation was performed using the Illumina Nextera DNA kit according to the manufacturer’s instructions. Sequencing was performed on an Illumina-HiSeq-1500 platform in rapid-run mode at the Genomics Core Facility of Philipps-University Marburg. Fastq quality control was performed using custom scripts. Raw sequenced reads were aligned to the Ensembl Mus musculus reference (revision 79) using Bowtie2 (version 2.0.0) [51] with standard parameterization. Analysis of CNVs was performed using the cn.mops (Copy Number estimation by a Mixture Of PoissonS) package (version 1.18.1) [52] with the following parametrization: prior impact = 1, lower threshold −0.9, upper threshold = 0.5 minimum width = 4. Window length was set to 10000 and the algorithm was run in unpaired mode.

### BM cryosections and analysis of B progenitor vicinity to IL-7^+^ BMSCs

Mouse femora from *Irf4*^*−/−*^ or *wt il-7*^*eGFP*^ reporter mice were explanted, cleaned from soft tissues, and fixated overnight in 4% PFA PBS (Alfa Aesar). Samples were then dehydrated by incubation in 30% sucrose in PBS for 24 h. Dried and dehydrated femora were snap-frozen in cryomolds® (Tissue-Tek) using O.C.T freezing medium (Tissue-Tek) by being placed in a beaker of Hexan, surrounded by a beaker of Acetone and dry ice. Samples were stored at −20 °C until processing. Cryosections of 7 µm were generated with a Leica cryostat (DB80 LX microtome blades, Leica) using Kawamoto tape [53] (Section-lab) as described before [54]. Cryosections were stained with antibodies against B220 (RA3-6B2, Biolegend), CD2 (14-0021-85, eBioscience, conjugated to AF555 using lightning-Link kit, Abcam), GFP (Rockland goat polyclonal anti-GFP, 600-101-215) with secondary rabbit anti-goat F(ab’)2 AF488 (thermo-scientific A21222). Samples were then mounted in DAPI ProLong Gold Antifade (ThermoFisher Scientific). Images were recorded using a Leica confocal (SP8i) microscope. Image analysis was performed in IMARIS (version 9.7.2).

### Histological analyses

Tissue samples were immediately fixed in 4% PFA PBS solution. Histological analysis was performed on 3 µm thick sections from paraffin-embedded tissue as described previously [55]. Briefly, rehydrated paraffin sections were first blocked with 0.3% H_2_O_2_ and goat normal serum. For immunohistochemical (IHC) stainings, rat antibodies against CD45R/B220 (clone RA3-6B2, BD) and KI67 (clone TEC-3, Dako) were then incubated on the tissue slices and the bound antibody was detected with biotinylated goat anti-rat IgG (Southern Biotechnology). Bound antibody was visualized with the Vectastain-kit (Vector Laboratories) according to the manufacturer’s protocol. Hematoxylin-Eosin (HE) stainings were performed according to standard procedures. Cells of the granulocytic lineage were stained on paraffin-embedded tissues with the Naphthol AS-D Chloracetate (Specific Esterase, CAE) Kit (Ref: 91C-1KT, Sigma-Aldrich) according to the manufacturer's protocol.

In the in vivo therapeutic experiments, we calculated the narrowing of the spinal cord using the equation *A*_t_/(*A*_sca_–*A*_sp_), where *A*_sca_ is the area of the spinal canal, *A*_t_ that of the tumor, and *A*_sp_ that of the spinal cord area. Two different cross-sections per animal were examined. The infiltration of the liver was calculated by dividing the tumor area in the liver by the whole area of the liver section. Three whole liver sections were analyzed per animal. All measurements were performed using Fijii [56].

### Whole-exome sequencing and biostatistical analysis

To determine SNV within leukemia samples, genomic (g)DNA was extracted both from primary *Irf4*^*−/−*^ tumors as well as FACS-sorted control B220^+^sIgµ^−^ BM fr.A-D cells using the High Pure PCR Template Preparation kit from Roche (11796828001). The integrity of the resultant gDNA was confirmed in a 2% Agarose gel. Macrogen in Seoul performed SureSelect All Exon V6 library preparation and sequenced exons on a NovaSeq platform producing 2 × 150 bp reads at a coverage of 100× (50× on-target coverage). Fastq quality control was performed using FASTQC (version 0.11.9). Raw sequenced reads were aligned to the Ensembl Mus musculus reference (revision 96) using STAR (version 2.6.1d) using default parametrization. Soft-clipped aligned reads were then subjected to variant calling analysis. Position-wise pile-up files were generated using samtools (version 1.9) with the mpileup option and a pile-up quality threshold of 15, both for single sample and matched variant calling. Subsequently, variant calling was performed for SNP and InDel detection using VarScan2 (version 2.3.9) on single samples with the following parametrization: sampling depth = 100,000, minimum variant frequency = 0.05, minimum coverage = 8, minimum variant reads = 2, minimum average read quality = 15 and a *p* value threshold was set to 0.05. Only primary alignments were considered, the strand filter was enabled, and duplicates were removed. As a comparison, matched tumor-normal variant calling was performed with VarScan as well using an identical parameter setting with the somatic *p* value threshold set to 0.05.

For Fig. 3n raw sequenced reads were aligned to the Ensembl Mus musculus reference (revision 96) using Burrows-Wheeler Aligner (BWA version 0.7.17) using default parametrization [57]. Prior to variant calling, aligned reads were filtered using a custom filter that excludes reads with more than three mismatches, more than two indels, or a mapping quality below 20 using pysam (version 0.16.0.1). Duplicates were marked and removed using Picard (GATK version 4.1.6.0) [58]. Filtered aligned reads were then subjected to variant calling analysis. Position-wise pile-up files were generated using samtools (version 1.9) with the mpileup option and a minimal base quality threshold of 20. Subsequently, variant calling performed for SNP detection using VarScan2 (version 2.4.4) using matched tumor-normal (somatic) mode with the following parametrization: sampling depth = 100,000, minimum variant frequency = 0.2, minimum coverage = 8, minimum variant supporting reads = 5, minimum average read quality = 20 and a somatic *p* value threshold was set to 0.05. Only primary alignments were considered, and the strand filter was enabled. SNP calls were filtered to high confidence somatic mutations using VarScan’s somaticFilter method, SNPs with a variant allele frequency above 0 in the matched reference sample were excluded.

### Sanger sequencing and polymerase chain reaction

SNVs in the JAK3 gene were confirmed by Sanger sequencing of PCR fragments spanning the *Jak3* pseudokinase and kinase region (primers used for PCR amplification and Sanger Sequencing: mJAK3 for, mJAK3 rev s. Supplemental Data). Sequencing services were provided by Microsynth Seqlab. To determine the clonality of tumor cells, the VµH region was amplified by PCR. Amplicons were run on an agarose gel and extracted using the QIAquick Gel Extraction Kit (Qiagen). DNA fragments were then cloned into the vector pJet1.2 (Thermo Scientific) and transformed into DH10B E. coli. The indicated numbers of clones (Fig. 1g) for each PCR amplicon were sequenced and aligned with software from IMGT/V-quest [59].

### Retroviral transduction of *Jak3-*mutants and IL-7 independency assay

The coding sequence of murine *Jak3* was amplified from pCineo-Jak3 (a gift from Olli Silvennoinen from Tampere-university in Finland) and cloned into the pMSCV-Thy1.1 expression plasmid using *BamHI* and *SalI* restriction digestion. Site-directed mutagenesis was performed following the manufacturer’s protocol using the Quick-Change II site-directed mutagenesis kit (Agilent Technologies; primers employed are listed in the Supplemental Materials). Viral supernatant from mutated pMSCV-Thy1.1-Jak3 constructs was produced as described previously [49]. For viral transduction, 5 × 10^5^ IL-7 dependent primary *Irf4*^*−/−*^ preB-I cell cultures were resuspended in 400 µL RPMI medium (D5030, Sigma-Aldrich) with 600 µL viral supernatant and 1.5 µL polybrene and spun in culture plates at 2700 rpm for 90 min at 37 °C. Cells were then replenished with a conditioned medium and rested for 24 h. Transduction efficiency was measured by flow cytometry using surface staining for Thy1.1 (OX-70, Biolegend). For the IL-7 independency assay (Fig. 3b), transduced cells were split and cultured with either recombinant murine (rm)IL-7 or 10 µg/ml neutralizing anti-IL-7 antibody (BE0048, Bio X Cell).

### RNA-sequencing and biostatistical analysis

RNA extraction from primary tumor samples and FACS-sorted B220^+^ sIgµ^−^ pro/preB cells was performed using Trizol extraction. Quality control was performed using the Bioanalyzer RNA 6000 NanoChip (Agilent Technologies). Library preparation was performed at the Institute for Immunology, University Medical Center of the Johannes Gutenberg-University Mainz using the NEBNext Ultra Library Prep kit (New England Biolabs). For deep sequencing, the Illumina-HiSeq- 4000 platform was used (Beijing Genomic Institute). Quality control on the sequencing data were performed with the FastQC tool (version 0.11.2, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). RNA-sequencing reads were aligned to the ENSEMBL Mus_musculus.GRCm38 reference genome. The corresponding annotation (ENSEMBL v76) was also retrieved from ENSEMBL FTP website. The STAR aligner (version 2.4.0j) was used to perform mapping to the reference genome. Alignments were processed with the featureCounts function [60] of the Rsubread package, using the annotation file also used for supporting the alignment. Exploratory Data Analysis was performed with the pcaExplorer package [61]. Differential expression analysis was performed with DESeq2 package [62], setting the false discovery rate (FDR) cutoff to 0.1. DESeq2 datasets were analyzed using the GeneTonic [63] and pcaExplorer packages. To assess the possible occurrence of gene fusions, we applied two different methods, Star-Fusion (version 1.10.1) and Arriba (version 2.1.0). For STAR-Fusion, required meta reference files were created from the Ensembl Mus musculus reverence (revision 100) as recommended in the STAR-Fusion manual. In case of Arriba, we used the mm10 + GENCODEM25 assembly. In each case, we used the dockerized versions of the tools. Raw fastq files were used as an input for both tools. Subsequently, raw reads were mapped using the recommended alternative STAR settings recommended in the tools manual to leverage chimeric reads from the alignments. Default filters as recommended by the STAR-Fusion and Arriba manuals were applied to limit the false-positive rate. For the same reason, known blacklisted regions as provided by the Arriba release were excluded from the analysis.

### BCP-ALL subtype predictions using random forest classifier

Human genes (GRCh38.p13, v104) with annotated orthologous genes in mice were extracted from ensembl database using the BiomaRt online tool. Gene counts from RNA-sequencing of a previously published human BCP-ALL cohort [28] and of murine tumor samples were subsetted to include only human-mouse orthologous genes. The resulting gene counts were normalized by variant stabilization transformation using the R package DESeq2 version 1.32.0. Allocation of the murine tumor samples to human BCP-ALL molecular subtypes was performed based on gene expression using a random forest machine learning algorithm (R package caret version 6.0-88) trained on the human cohort. Predictions were plotted using R package pheatmap version 1.0.12. Differential gene expression was analyzed in R package DESeq2 and resulting gene lists ranked by log2-fold-change were analyzed in GSEA version 4.1.0.

### JAK structure and sequence analysis

Mouse JAK2 (AF-Q62120) and JAK3 (AF-Q62137) structure predictions were acquired from the AlphaFold protein structure database [64] and visualized in UCSF ChimeraX (version 1.2.5) [65]. Multiple sequence alignments were performed using the EMBL-EBI Clustal Omega tool.

### Quantitative real-time (qRT-)PCR

Total RNA was extracted both from primary *Irf4*^*−/−*^ tumors as well as FACS-sorted control B220^+^sIgµ^−^ BM fr.A-D cells of either *Irf4*^*−/−*^ or wt animals using the Gdansk extractme kit (EM09.1) according to the manufacturer’s protocol. cDNA was prepared from whole RNA samples using the RevertAid cDNA kit from Thermo Fisher (K1621). qRT-PCR for *Aicda*, *Spi1,* and *Pax5* was performed using the SybrGreen MasterMix reagent (4385612, AppliedBiosystems) in a StepOnePlus cycler (AppliedBiosystems). Data presented as percentage of HPRT using the formula *x* = 1/2^(cyclesAicda − cyclesHPRT)^ × 100.

### In vivo therapeutic studies and ultrasound imaging

Mice were injected with 3 × 10^5^ T8.1 cells intraperitoneally and monitored daily for clinical symptoms. When mice began showing signs of general morbidity, leukemia was confirmed by FACS analysis of tail vein blood for B220^+^ sIgµ^−^ blast cells. When blast cells in pB reached 25 (mean 50)%, therapy was initiated with oral Dexamethasone (Jenapharm) at 6 mg/L supplied ad libitum in the drinking water for seven days. Maintenance therapy comprised either Ruxolitinib-phosphate (S5243, Sellekchem) 1 mg (in 2% DMSO, 30% PEG300 in H_2_O, as proposed by the manufacturer), Defactinib (S7654, Sellekchem) 1.2 mg (in 5% DMSO, 50% PEG300, 5% Tween 80 in H_2_O, as proposed by the manufacturer) or vehicle control (5% DMSO, 50% PEG300, 5% Tween 80 in H_2_O) administered twice daily via oral gavage. During the course of the disease, this treatment led to paraparesis of the hind legs and tail. A clinical scoring system was established according to the extent of paraparesis and mice were scored daily accordingly: Scores 0–3: (0) no paraparesis, (1) paraparesis induced by treatment intervention, resolves within 30 s, (2) paraparesis induced by treatment intervention, does not resolve within 30 s, (3) persistent paraparesis, independent of treatment intervention. Score 3 prompted sacrification of affected mice. High-resolution ultrasound imaging was performed using a Visual Sonics Vevo 2100 System (FUJIFILM VisualSonics, Toronto, Canada) with microscan transducer MS-550-D, 22–55 MHz (FUJIFILM VisualSonics, Toronto, Canada) as described previously [66].

### Statistical analysis

Statistical analysis was performed using the GraphPad 9.0 software. Data are commonly presented as mean ± SD. Prior to significance testing, normal distribution and homogeneity of variances were confirmed by Shapiro–Wilk test and Brown–Forsythe testing. Statistical significance when comparing two normally distributed groups was evaluated using two-tailed unpaired *t* tests. In case of significant differences in variances between groups, Welch’s correction was applied to account for non-norminal distribution of data. When comparing multiple groups, a one-way or two-way analysis of variance was performed, depending on the number of variables that differed between compared groups. This was followed by a Tukey’s Sidak, or Dunnett’s *post hoc* test, as indicated in figure legends. An alpha level of *P* < 0.05 was employed for significance testing. In the in vivo experiment, all animals were included in the analyses.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

supplementary table 1

supplementary table 2

supplementary table 3

supplementary information

supplementary movie 1

Author contribution form 1/3

Author contribution form 2/3

Author contribution form 3/3

Reporting summary form

## Data Availability

The RNAseq datasets generated during the current study have been deposited in the Gene Expression Omnibus (GEO) archive and are available under the accession number GSE192424. The WES datasets can be accessed under PRJNA706650 in the sequencing read archive (SRA).

# Supplementary material for: IRF4 deficiency vulnerates B-cell progeny for leukemogenesis via somatically acquired Jak3 mutations conferring IL-7 hypersensitivity
**Source:** Cell Death Differ. 2022 Apr 22;29(11):2163–76. doi: 10.1038/s41418-022-01005-z
**Supplement:** Supplementary file 4 — supplementary information

**IRF4 deficiency vulnerates B cell progeny for leukemogenesis via somatically acquired *Jak3* mutations conferring IL-7 hypersensitivity**

Running title: IRF4 deficiency vulnerates preB cells for leukemogenesis

Dennis Das Gupta^1^, Christoph Paul^2^, Nadine Samel^1,3^, Maria Bieringer^1^, Daniel Staudenraus^1^, Federico Marini^4^, Hartmann Raifer^1^, Lisa Menke^1^, Lea Hansal^1^, Bärbel Camara^1^, Edith Roth^5^, Patrick Daum^5^, Michael Wanzel^6^, Marco Mernberger^6,7^, Andrea Nist^6^, Uta-Maria Bauer^6^, Frederik Helmprobst^8,9^, Malte Buchholz^10^, Katrin Roth^11^, Lorenz Bastian^12^, Alina M Hartmann^12^, Claudia Baldus^12^, Koichi Ikuta^13^, Andreas Neubauer^14^, Andreas Burchert^14^, Hans-Martin Jäck^5^, Matthias Klein^15^, Tobias Bopp^15,16^, Thorsten Stiewe^6,7^, Axel Pagenstecher^8,9^, **Michael Lohoff^1*^**

^16^German Cancer Consortium (DKTK)

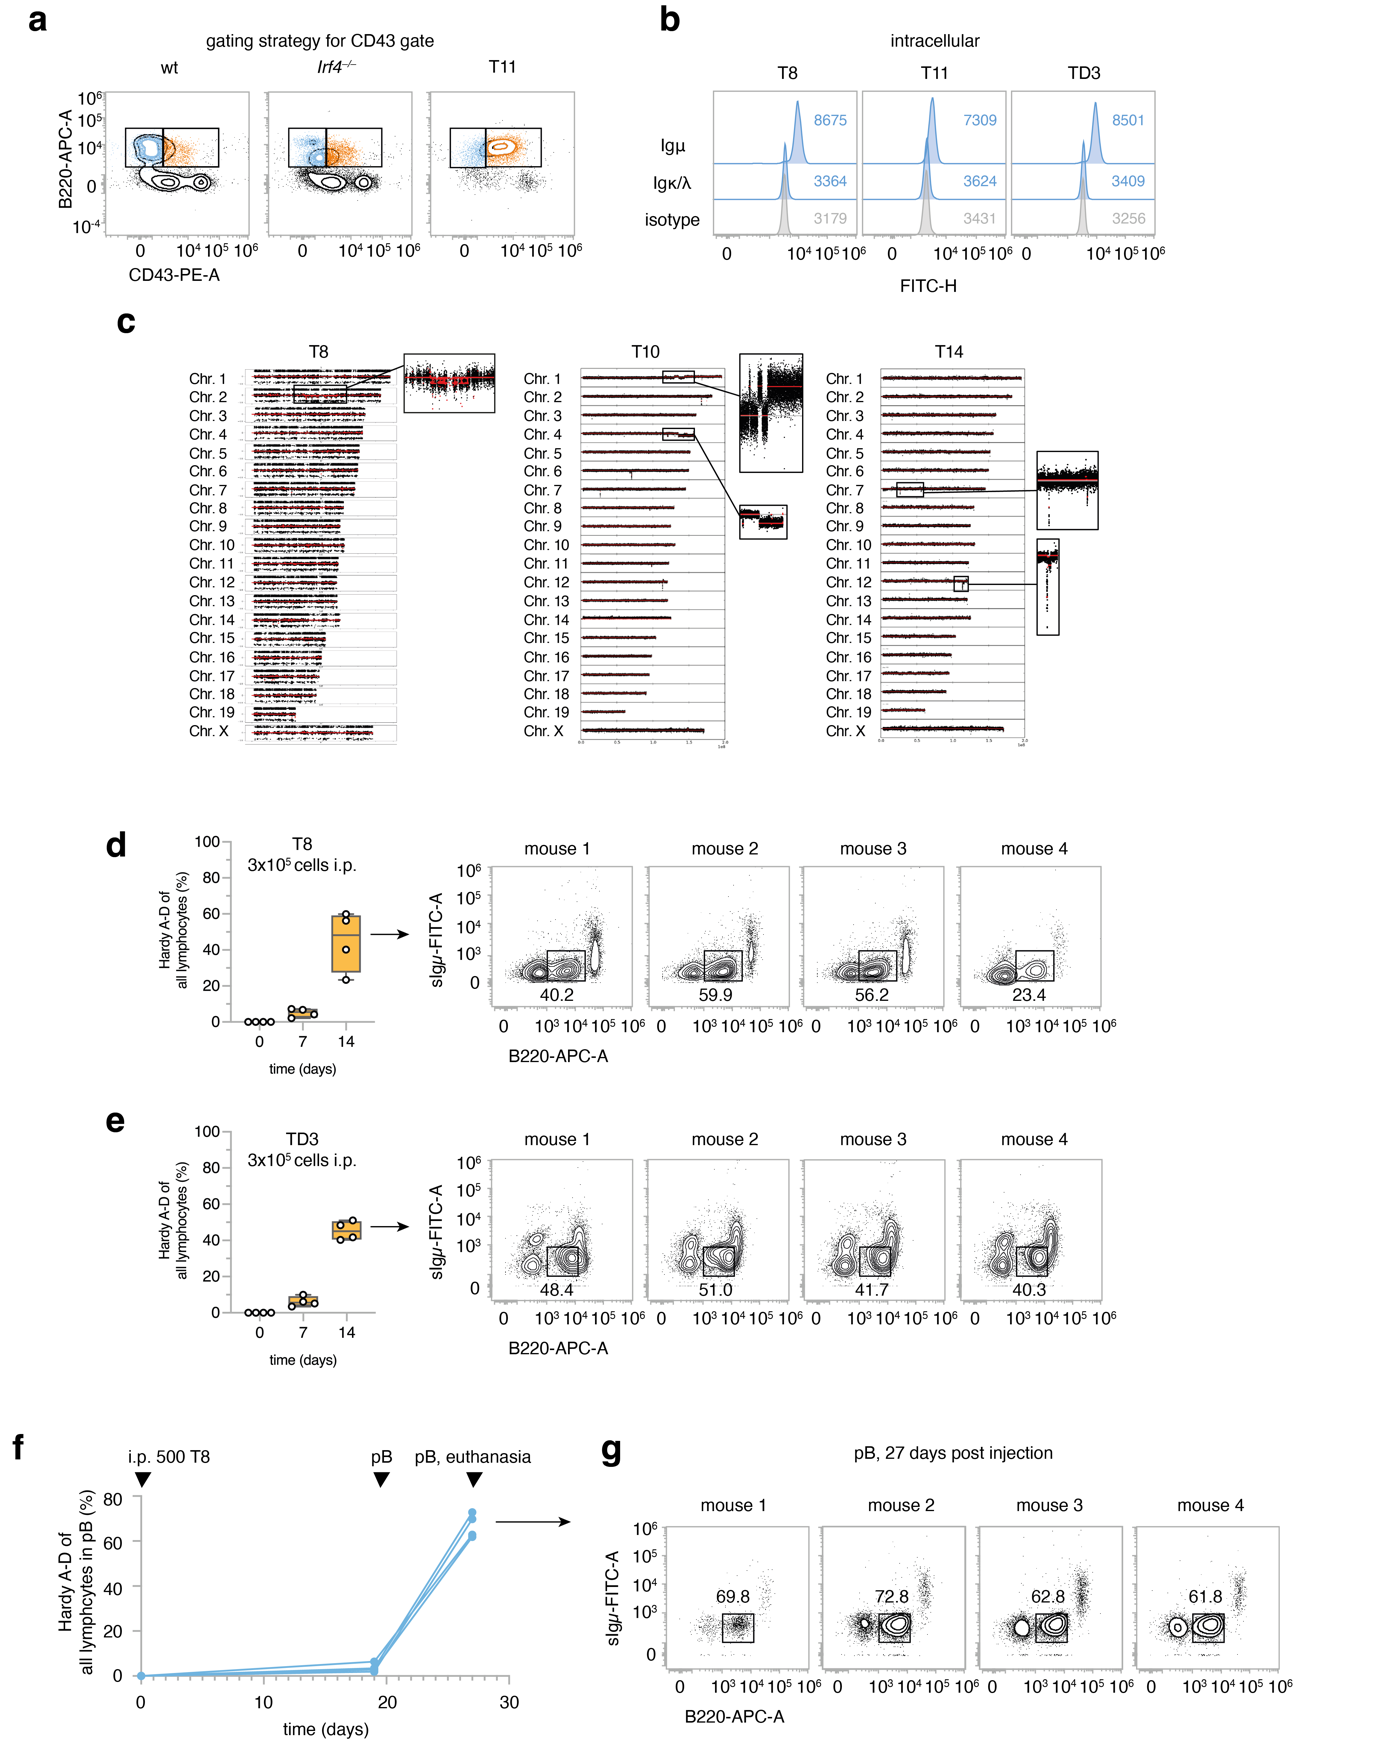

**Supplementary Fig.1: extended data to Fig.1**

**a** gating strategy for Fig.1j: wt and *Irf4^–/–^* control BM stainings were used to identify the CD43^+^ cell gate used for tumour cell phenotyping **b** T8, T11 and TD3 were stained for intracellular Igμ and light chain (Igκ/λ) expression or isotype control. Numbers indicate geometric mean fluorescence intensity. **c** gDNA (T10, T14) or exome (T8) libraries were sequenced and analyzed using the cn.mops pipeline for copy number variations (CNV); inserts highlight altered chromosomal regions. **d-e** four wt mice were *i*.*p*. injected with 5x10^3^ T8 (**d**) or TD3 (**e**) cells and occurrence of B220^+^sIgµ- cells in the peripheral blood was assessed at day 7 and day 14 post injection. Boxes represent mean and 95 % confidence intervals, whiskers minimum and maximum. Right panels show data at day 14 post injection of the respective four individual mice. **f** four wt mice were *i*.*p*. injected with 500 T8 cells. After 19- and 27-days tail vein blood (pB) was analyzed by flow cytometry for the presence of B220^mid^ Igμ^–^ leukemia cells. Dots represent individual mice. **g** flow cytometric analysis of pB for of B220 and sIgμ at 27 days post injection. Numbers indicate frequency within the respective gate (%).

**
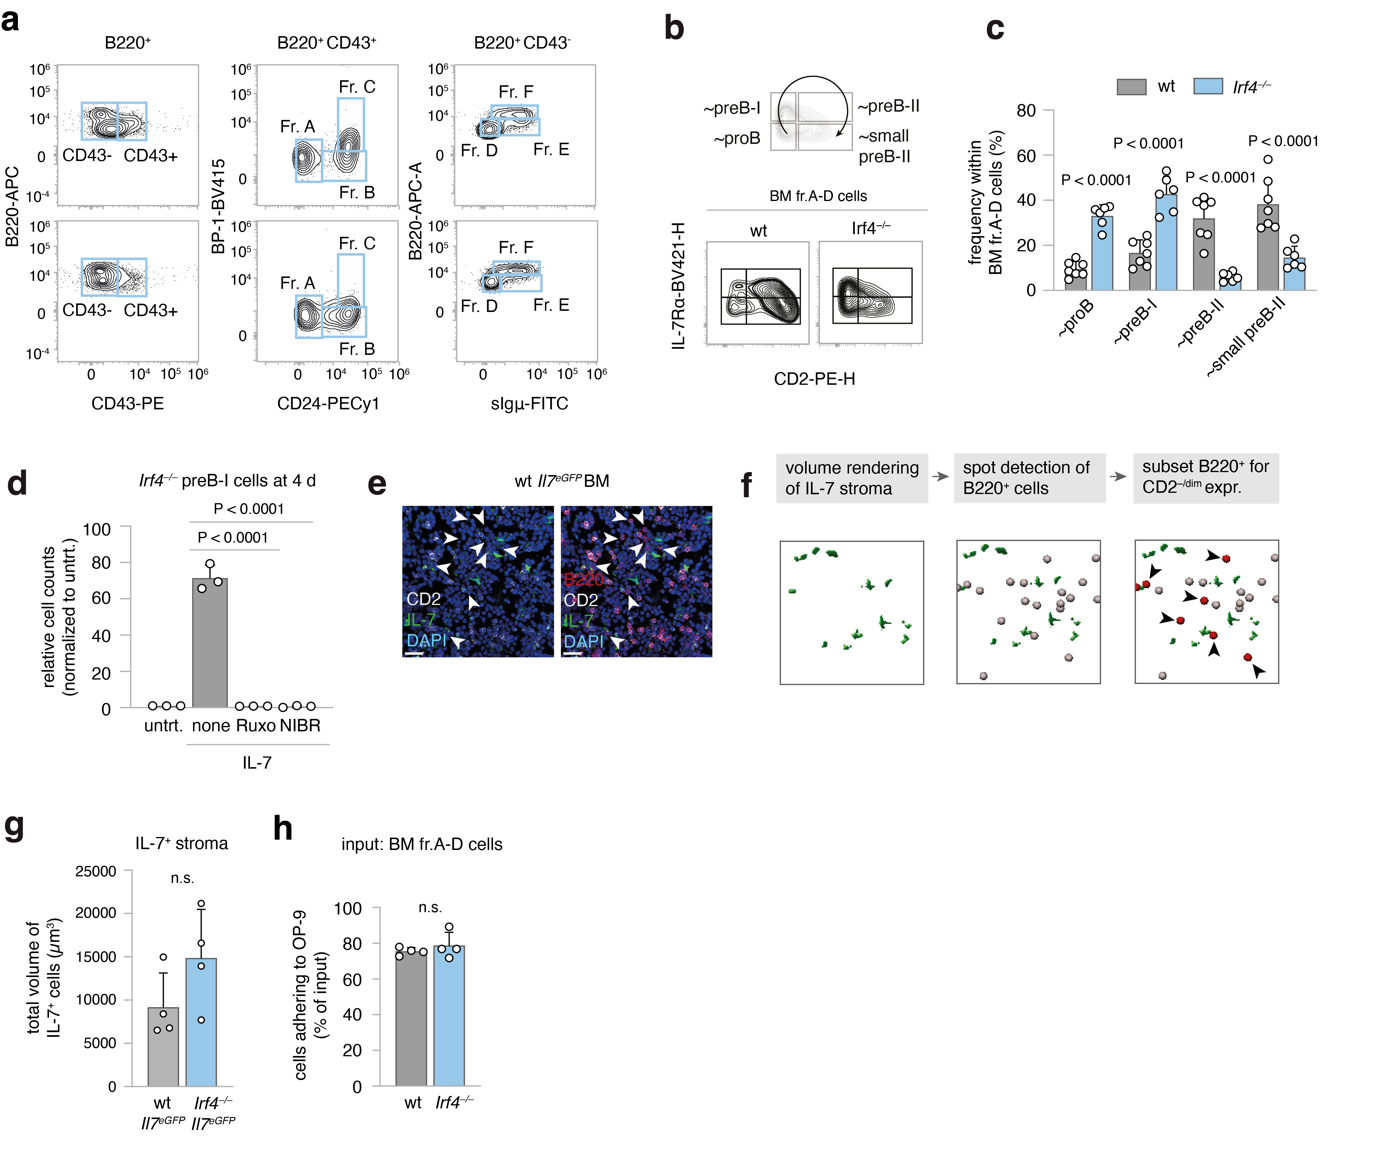
**

**Supplementary Fig.2: extended data to Fig.2**

**a** Gating strategy for Hardy fragment analysis in Fig.2a-f. Gated B220^+^, B220^+^CD43^+^ and B220^+^CD43^-^ were analyzed for expression of the indicated markers. **b** within the fr.A-D cell gate, BM cells were analyzed for CD2 and IL-7Rα expression. Top pictogram presenting developmental path within the gated quadrants. **c** Quantification of cell frequency within the fr.A-D cell gate (**b**) for n = 7 (wt) and n = 6 (*Irf4^–/–^*) mice. Analyzed with two-way ANOVA, Sidak post-hoc **d** *Irf4^–/–^* BM cells were cultured for 4 days in the presence of the indicated substances and cell counts recorded, presented as normalized to untrt. = untreated. Ruxo = Ruxolitinib, NIBR = NIBR3049. One-way ANOVA, Tukey post-hoc **e** Overlay confocal microscopic images of wt *il7^eGFP^* femur cryosections. Arrowheads indicate B220^+^CD2^–/dim^ cells. Scale bars = 20 µm **f** strategy for comparing B cell progenitor proximity to IL-7^+^ BMSCs in BM cryosections using the IMARIS software (see methods). Briefly, GFP^+^ signal was rendered as volumes, B220^+^ cells were detected as spots and subsetted (red) for CD2^–/dim^ expression. Distances were measured from each spot to the nearest GFP^+^ volume surface. Arrowheads = B220^+^, CD2^–/dim^ cells. See also supplementary movie 1. **g** total volume of GFP^+^ cellular structures was measured for each cryosection (n = 4 per genotype). Each dot represents one cryosection from one biological replicate. Unpaired two-tailed t-test. **h** fr.A-D cells were MACS purified from BM and seeded onto monolayers of OP-9 cells. Non-adhering cells were counted after 1 hours. Adherent cell counts calculated as n_adherent =_ n_input_ – n_non-adherent_. Data depicts n_adherent_ / n_input_ as percentages. Unpaired two-tailed t-test. Bars represent mean ± SD in all panels.

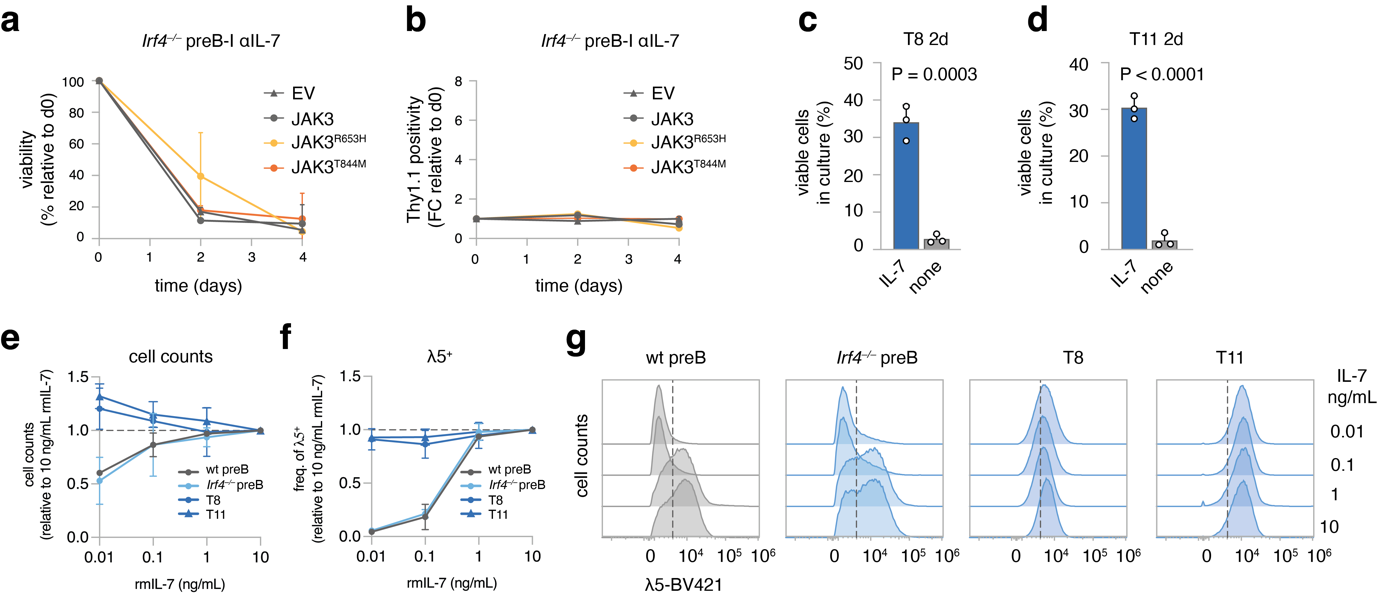

**Supplementary Fig.3: extended data to Fig.3 å**

**a** *Irf4^–/–^* preB-I cell cultures from BM cells were transduced with RV as in Fig.2e-g and seeded in the presence of anti(α)-IL-7. Viability of cells is plotted over the course of 4 days relative to viability at day 0. **b** Thy1.1^+^ cell frequency relative to day 0 is plotted for cells as in (**a**). Data as mean ± SD of n = 3 independent experiments for (**a-b**). **c** T8 and **d** T11 cells were cultured for 48 h in the presence or absence of 10 ng/mL IL-7 and viability of culture was recorded. Dots indicate n = 3 independent experiments summarized as bars (mean ± SD), two-tailed unpaired t-test. **e-g** wt and *Irf4^–/–^* preB cell cultures were generated by culturing BM cells for six days in the presence of 10 ng/mL IL-7. The ability of preB cells to further proliferate and maintain preB cell identity in decreasing concentrations of IL-7 was then assessed in comparison to T8 and T11 leukemia cells over 48 h. **e** cell counts and **f-g** lambda5 surface expression were measured flow cytometrically. The dashed line in **g** marks positive staining. Three independent experiments, data in **e-f** as mean ± SD.

**
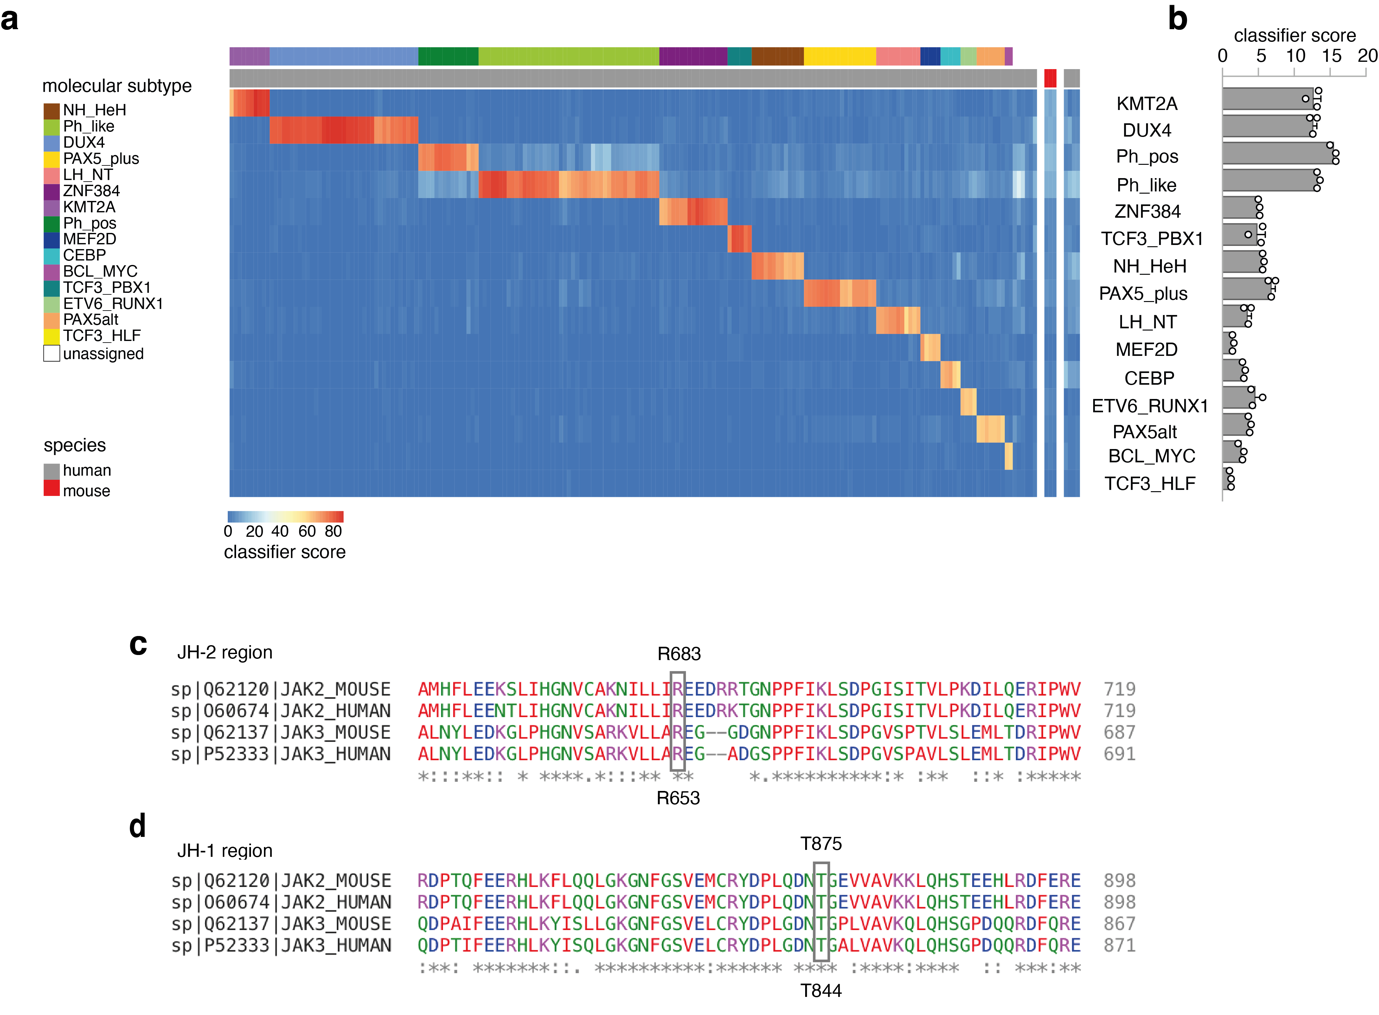
**

**Supplementary Fig.4: extended data to Fig.4**

**a** expression of human-mouse orthologue genes was compared between a published BCP-ALL patient cohort and *Irf4^–/–^* leukemia samples. A random forest classifier trained on the human samples was used to generate BCP-ALL subtype prediction scores for *Irf4^–/–^* leukemia samples. Heatmap presents individual patient/mouse samples as columns, ALL subtypes as rows, colour-fills give prediction scores per row. Colour labels above heatmap indicate the molecular BCP-ALL subtype of each human sample (first row) and the species (human/mouse, second row) as explained to the left of the heatmap. *Irf4^–/–^* leukemia samples are separated from human samples by white space. **b** classifier scores for *Irf4^–/–^* leukemia are plotted adjacent to the corresponding row in (**a**) for the n = 3 tested tumours, indicated by dots, summarized by bars (mean ± SD) **c-d** Clustal omega sequence alignment of mouse and human JAK2 and JAK3 **c** JH2 and **d** JH1 loop regions in mouse and human. R683/R653 and T875/T844 amino acids are highlighted.

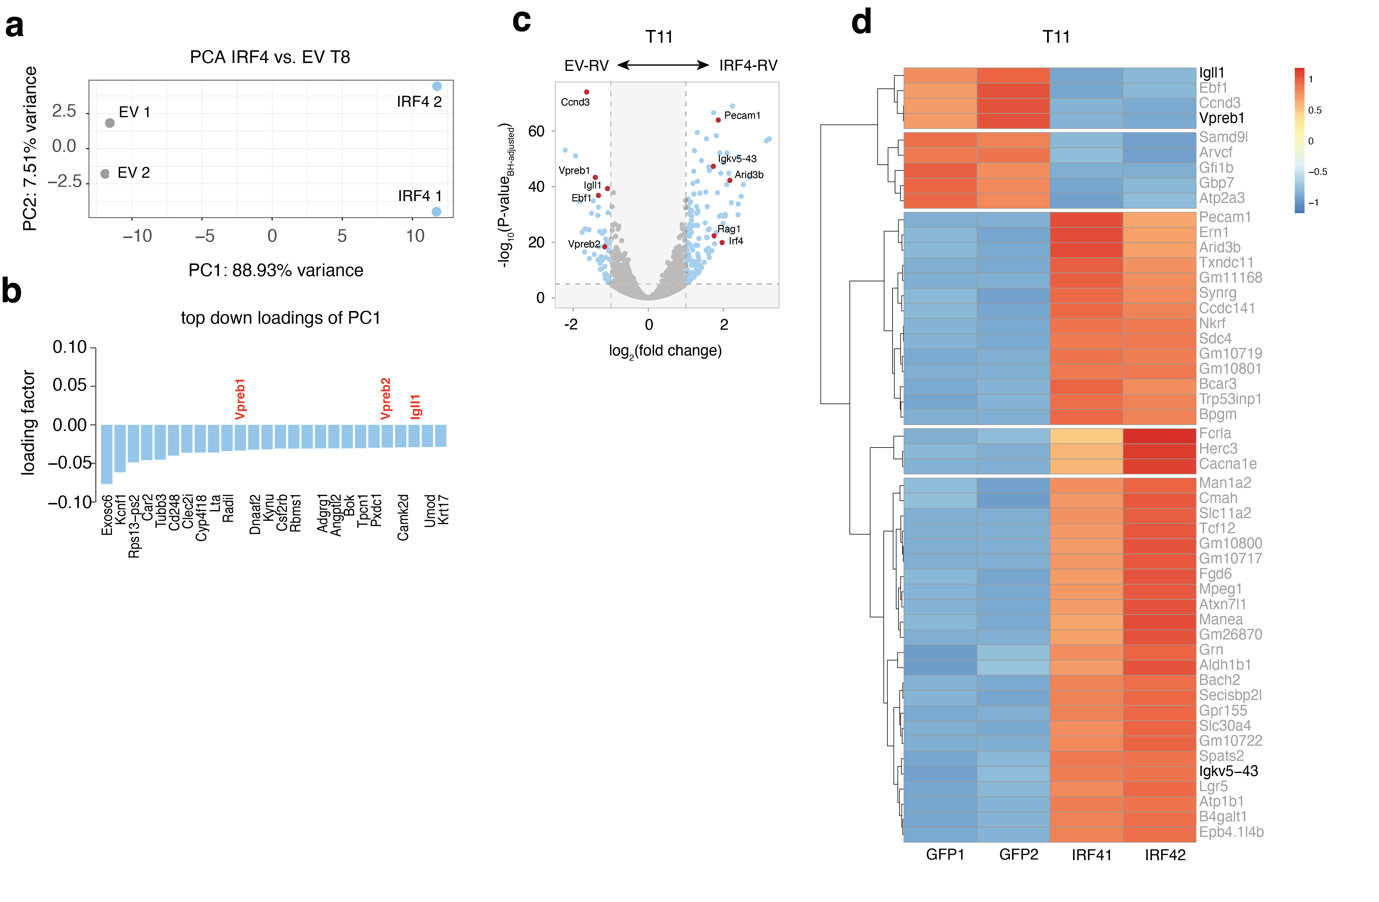

**Supplementary Fig.5: extended data to Fig.5**

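Principal components were computed for the T8 libraries from the 500 most variable genes after DESeq2's variance stabilizing transformation. Component 1 held 92.02% of the variance and component 2 held 5.38%. On component 1 the EV-RV libraries lay at -17 and -16.2 and the IRF4-RV libraries at 16.4 and 16.7. Component 2 separated the replicate numbers, at 2.76 and 4.98 for replicate 1 and at -2.87 and -4.87 for replicate 2. The share of component 1 moved most with log2 CPM in place of the transformation, to 79.4%. With each library left out in turn it ranged from 92.1% to 95.4%.

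Of 25 genes shown as loadings in sFig. 5b, 23 were among the 500 genes, and all 23 had a negative loading, on the side of the EV-RV libraries. Of these, 17 were among the 30 most negative. *Kcnf1* had the most negative loading of all, at -0.0811, followed by *Tubb3* at -0.0605 and *Car2* at -0.0601. The loadings were -0.0442 for *Vpreb1*, -0.0391 for *Vpreb2* and -0.0387 for *Igll1*. *Kcnf1* fell by 3.30 on the log2 scale (standard error 0.099, edgeR adjusted p = 1.48e-06, and 1.7e-204 with the replicate block).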

**a** Principal components (PC) 1 and 2 are presented for expression data from Fig.5d-h. **b** top down-pointing loadings for PC1 are presented and ψL components highlighted. **c-d** T11 cells transduced with RVs as described in Fig.5. Total RNA sequenced 24 h after transduction. **c** Volcano plot: log_2_ of fold change between conditions (IRF4-RV vs. EV-RV) against respective -log_10_ of Benjamini-Hochberg adjusted p-values. ψL components and the differentiation genes *Igkv*, *Rag1* and *Irf4* are highlighted. Dotted lines mark x- and y- cutoff values. **d** Heatmap depicting the 50 most significantly regulated genes. Euclidean clustering depicted as dendrograms to the left. Two samples per group.

**
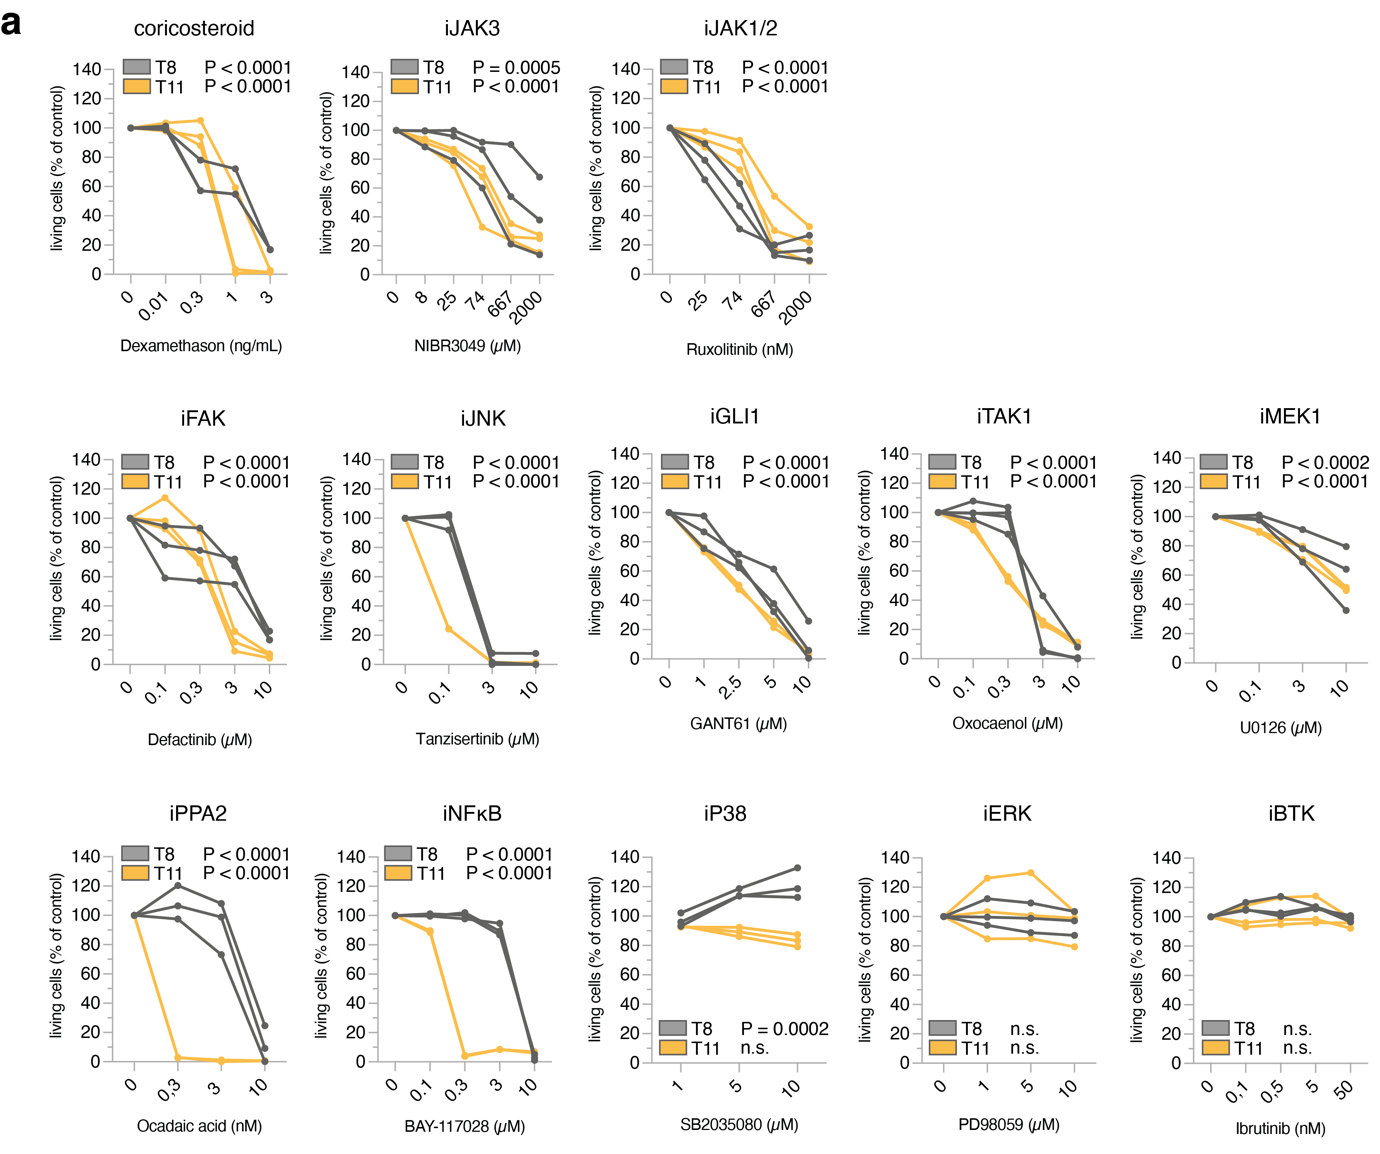
**

**Supplementary Fig.6: small compound inhibitors targeting leukemia cell survival**

**a** 2.5x10^5^ T8.1 or T11 cells per well were cultured in a 48 well plate in the presence of the indicated concentrations of inhibitors listed below the x-axis. The inhibitors target the pathways described above of the panels (exception: dexamethasone). To determine the percentage of viable cells, samples were stained using Annexin V and propidium/iodide after 48 h. All values are relative to initial viability at the onset of the experiment which was arbitrarily set to 100 %. Results give the mean ± SD of at least three separate experiments per inhibitor. Unpaired two-tailed t-tests comparing viability at highest to lowest concentration of inihibitor.

**
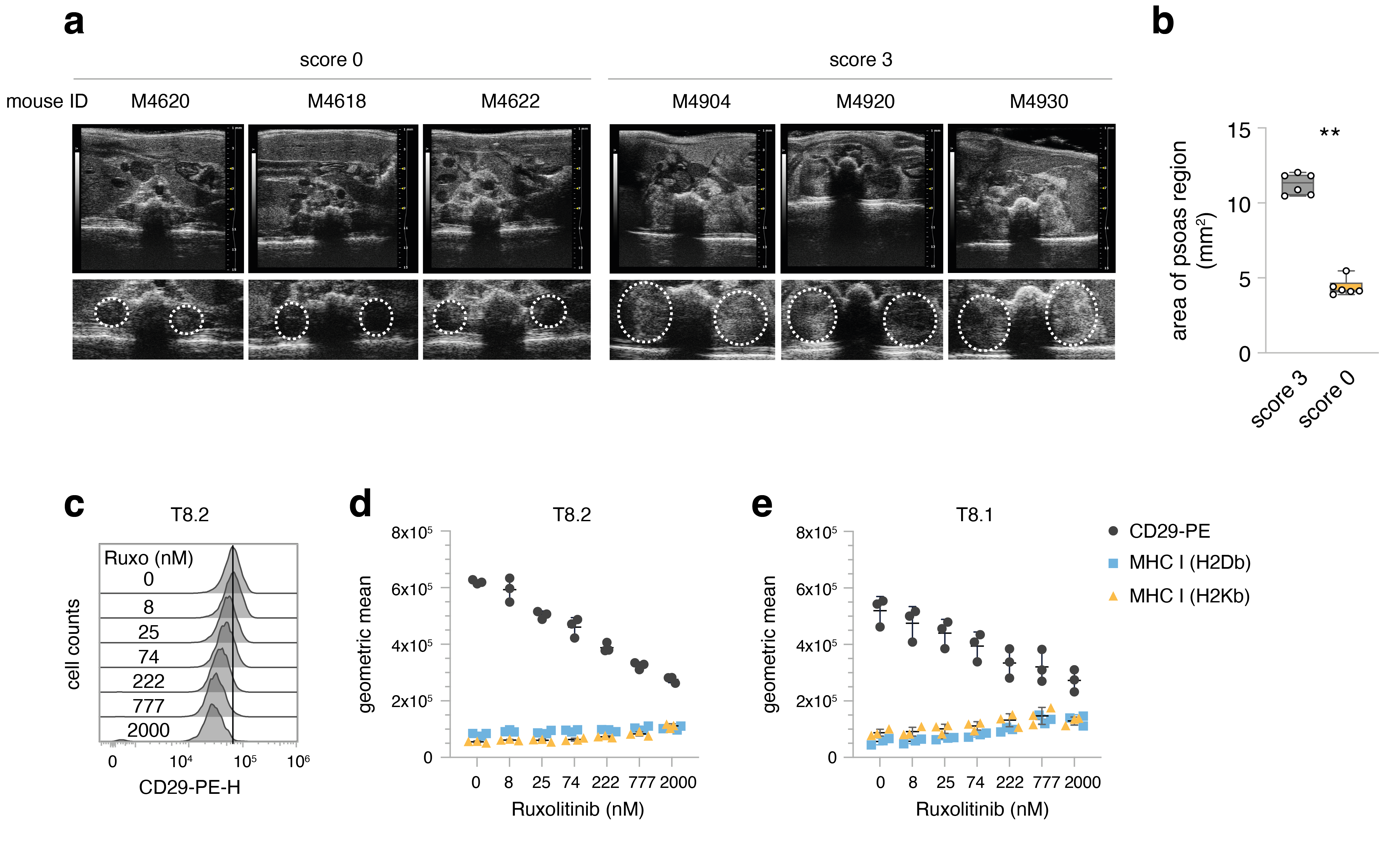
**

**Supplementary Fig.7: extended data to Fig.6**

**a** Ultrasound scan of the paravertebral lumbar area of individual (see mouse ID) tumour-affected mice. The region of the psoas muscle is highlighted as a circle, the area of which is measured. **b** Bars show the mean area ± SD of the psoas region for three mice with score 0 and 3, analyzed by two-tailed unpaired t-test. **c-e** T8.1 and T8.2 cells were cultured for 48 h in the presence of varying concentrations of Ruxolitinib. Thereafter, CD29, MHC I (H2Db and H2Kb) surface expression were measured. **c** Representative histogram for CD29 expression on T8.2 exposed to Ruxolitinib. **d** Quantification of results for T8.2, **e** Quantification for T8.1. Two-Way ANOVA, Sidak post-hoc comparisons to data for 0 nM Ruxolitinib.

**
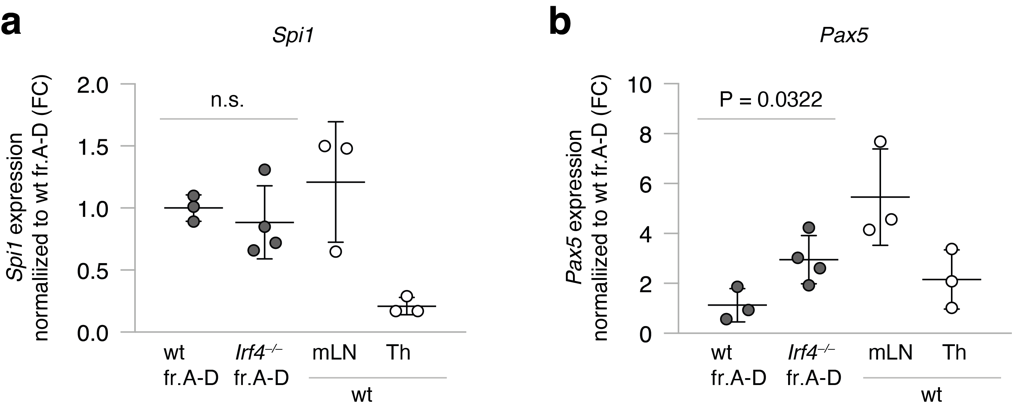
**

**supplementary Fig.8: *Pax5* and *Spi1* are not downregulated in *Irf4^–/–^* fr.A-D cells**

**a** *Spi1* and **b** *Pax5* gene expression in sorted *Irf4^–/–^* and wt fr.A-D cells, as well as wt mLN and T helper (Th) control samples. n = 3 biological replicates for all but *Irf4^–/–^* fr.A-D cells (n=4). Mean ± SD, dots represent individual samples, Two-tailed unpaired t-test comparing wt to *Irf4^–/–^* fr.A-D cells

# Supplementary material for: IRF4 deficiency vulnerates B-cell progeny for leukemogenesis via somatically acquired Jak3 mutations conferring IL-7 hypersensitivity
**Source:** Cell Death Differ. 2022 Apr 22;29(11):2163–76. doi: 10.1038/s41418-022-01005-z
**Supplement:** Supplementary file 6 — Author contribution form 1/3

**ADMC**

Journal Name:

\_\_\_\_\_

Cell Death & Differentiation

Proposed Title of the Contribution:

|  |
|--|
|  |
|--|

Author(s):

|  |
|--|
|  |
|--|

(the ‘Authors’)

Please complete the table below to indicate the contributions of all named authors to the manuscript.

[illegible]

Please complete the table below to indicate the contributions of all named authors to the figures.

Figure 1:

Figure 2:

Figure 3:

Figure 4:

Figure 5:

Figure 6:

Signed for and on behalf of the Author(s):

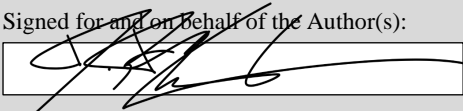

Print Name:

Date:

# Supplementary material for: IRF4 deficiency vulnerates B-cell progeny for leukemogenesis via somatically acquired Jak3 mutations conferring IL-7 hypersensitivity
**Source:** Cell Death Differ. 2022 Apr 22;29(11):2163–76. doi: 10.1038/s41418-022-01005-z
**Supplement:** Supplementary file 7 — Author contribution form 2/3

**ADMC**

Journal Name:

\_\_\_\_\_

Cell Death & Differentiation

Proposed Title of the Contribution:

|  |
|--|
|  |
|--|

**Author(s):**

|  |
|--|
|  |
|--|

(the ‘Authors’)

Please complete the table below to indicate the contributions of all named authors to the manuscript.

[illegible]

Please complete the table below to indicate the contributions of all named authors to the figures.

Figure 1:

Figure 2:

Figure 3:

Figure 4:

Figure 5:

Figure 6:

Signed for and on behalf of the Author(s):

Print Name:

Date:

# Supplementary material for: IRF4 deficiency vulnerates B-cell progeny for leukemogenesis via somatically acquired Jak3 mutations conferring IL-7 hypersensitivity
**Source:** Cell Death Differ. 2022 Apr 22;29(11):2163–76. doi: 10.1038/s41418-022-01005-z
**Supplement:** Supplementary file 8 — Author contribution form 3/3

**ADMC**

Journal Name:

\_\_\_\_\_

Cell Death & Differentiation

Proposed Title of the Contribution:

|  |
|--|
|  |
|--|

**Author(s):**

|  |
|--|
|  |
|--|

(the ‘Authors’)

Please complete the table below to indicate the contributions of all named authors to the manuscript.

Please complete the table below to indicate the contributions of all named authors to the figures.

Figure 1:

Figure 2:

Figure 3:

Figure 4:

Figure 5:

Figure 6:

Signed for and on behalf of the Author(s):

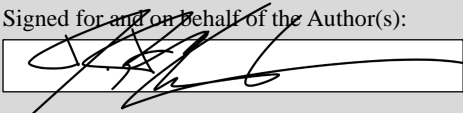

Print Name:

Date:

How the deposited data were processed for this re-analysis (not part of the article)

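Bulk RNAseq of T8 leukemia cells 24 h after transduction with EV-RV or IRF4-RV was analyzed, with 2 libraries per group. Groups and replicate numbers were taken from the sample labels and the legend of Fig. 5. The replicate pairing rests on the replicate numbers in the labels alone. The protocol text in the labels names T11 cells, while the titles and the tissue name T8. The libraries were used as T8.

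According to the paper's methods, the authors aligned the reads to GRCm38 with STAR (version 2.4.0j) and produced counts per gene with featureCounts. The authors deposited the raw counts, which are whole numbers without normalization, for 55359 Ensembl gene identifiers. Of these, 52083 were matched to GENCODE M21 on GRCm38, which gave symbols and coordinates. The other 3276, all numbered above the highest identifier in GENCODE M21, held between 0.203% and 0.486% of the counts of a library. The annotation used for counting therefore appears newer than GENCODE M21, and whether it was the one named in the paper's methods is not known. The settings for strand and for reads with several alignments were not found in the paper's text, so genes that overlap or have near-identical copies are uncertain.

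Analyses were run in R 4.3.3. Genes passing edgeR's filterByExpr were tested with edgeR 4.0.16, using TMM factors, the quasi-likelihood F test and Benjamini-Hochberg adjustment at an FDR of 0.1, the cutoff in the paper. No replicate block was used in the main design, since the paper names none, and the fit with the block is given beside it. The TMM factors were 1.054 and 1.01 for EV-RV and 0.975 and 0.964 for IRF4-RV. CPM are counts scaled to the library size after these factors. Folds against a group with at most 3 counts in each library were computed against 3 counts and are lower bounds.

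Gene sets were mouse Reactome sets from the fgsea package (version 1.28.0) with 10 to 500 genes tested, and lists written before the data were examined. They were tested with a one-sided Fisher's exact test against the genes tested. Median log2 fold changes were ranked among 10000 random lists matched on mean expression. Percentiles describe these libraries and are not tests.

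Genes named are those the paper names for the T8 transcriptome, *Irf4*, genes named elsewhere in the paper, and the 5 genes with the largest rise and the 5 with the largest fall. The last 10 were chosen among genes past the FDR cutoff with a mean of at least 50 normalized counts and groups that did not overlap, and 1 of them is not reported here. Genes named outside this rule are described as chosen after their values were seen.

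The procedure was tested on simulated data with 14637 genes, 200 of them changed, in 10 simulations. The edgeR test recovered 81% of the changed genes, and 14.8% of its calls were false. With the replicate block, 82% were recovered and 22% of the calls were false, and with DESeq2 78.2% and 12.1%. In the simulations the adjusted p-values were therefore too small, most with the block, which leaves little to estimate the spread from. Those of the real data may be too small as well. The simulated counts held no replicate effect and far fewer changed genes than were called in the data. They cannot show what the block gains, and their shares of false calls do not carry over. The very small p-values with the block should not be read literally.

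The alternatives were DESeq2 1.42.0, which the paper used, DESeq2's size factors in edgeR, library size only, other filters on low counts, the replicate block, an FDR of 0.05, limma's camera (limma 3.58.1), another background for the gene sets, other settings of the principal components, and leaving out each library in turn. Camera was run with a fixed inter-gene correlation of 0.01. All alternatives were set before the data were examined. Matching the random lists on GC content and transcript length as well, with and without the replicate block, was chosen after seeing the data. T11 libraries and GO gene sets were not analysed here.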

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

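The tests of other cell types and of GC content and transcript length given here were chosen after the results they address were seen. The comparison with other splits of the libraries was set before.

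Genes that the paper does not discuss were near the smallest measurable level in EV-RV cells and high in IRF4-RV cells. *Iigp1* had 1 and 2 counts with EV-RV and 348 and 460 with IRF4-RV, at least 124-fold more. The log2 fold change was 7.69 for *Ly6c2*, 7.03 for *Rsad2* and 6.86 for *Cybb*, each higher in 2 of 2 IRF4-RV libraries. The largest edgeR adjusted p of these 4 genes was 4.84e-06, and 1.11e-114 with the replicate block. *Ly6c2* has a close paralog, *Ly6c1*, so reads could have been shared between them. With each library left out in turn, the values ranged from 7.38 to 8.04 for *Ly6c2*, 6.86 to 7.24 for *Rsad2* and 6.75 to 6.98 for *Cybb*. *Ifng*, chosen after its values were seen, had 0 and 0 counts with EV-RV and 29 and 35 with IRF4-RV, at least 9.82-fold more (edgeR adjusted p = 0.00182, and 2.96e-10 with the replicate block).

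Contaminating T or NK cells are a candidate source of *Ifng* and of the interferon response. The median of the 4 T and NK cell markers tested lay at percentile 14.06 of matched random lists, and *Trac* and *Zap70* had log2 fold changes of -0.70 and -0.50, but these 4 were expressed in EV-RV cells as well, and all 13 markers together had 12534 and 12179 counts there, so that a few T or NK cells could not have raised them. The 9 markers too low to be tested had 12 and 7 counts in total with EV-RV and 6 and 4 with IRF4-RV. No rise was seen in them, and at these counts a few such cells cannot be excluded. Contaminating myeloid cells are a candidate source of *Cybb*. The median of the macrophage markers tested lay at percentile 98.17 and that of the granule markers at 98.99, as contamination predicts. These values rest on 2 and 1 markers. All 11 macrophage markers together had 51 and 47 counts with EV-RV and 291 and 275 with IRF4-RV, and all 11 granule markers 7 and 11 with EV-RV and 42 and 83 with IRF4-RV, against 1173 and 1119 with IRF4-RV for *Cybb* alone. The 9 macrophage markers too low to be tested had 6 and 9 counts in total with EV-RV and 6 and 16 with IRF4-RV, and the 10 granule markers too low to be tested had 6 and 6 with EV-RV and 3 and 8 with IRF4-RV. A rise to the level of *Cybb* would have shown in the untested markers, and none was seen, but at these counts a few such cells cannot be excluded. The rise of the totals comes from the markers tested, so the markers did not move together. Myeloid contamination is neither excluded nor established as the source of *Cybb*.

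GC content or length is a possible explanation for the shift of the interferon-stimulated genes. Their median stayed at percentile 100 of random lists matched on expression, GC content and length, with and without the replicate block. With library size only their median was 1.73, and a shift of all genes by scaling was far smaller than this, with a median over all genes of -0.0832. 

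The other splits of the 4 libraries called 0 genes (302 and 40 genes at an unadjusted p under 0.05, against 5057 for the real split), but a condition effect widens the spread within such splits, so this count has little power to show a replicate effect. With the condition in the model, 1450 genes differed between the replicate numbers. A response to IRF4 in the cells remains a hypothesis for the interferon-stimulated genes. Retroviral transduction was applied in both groups, and whether the vectors differ in the response they provoke was not tested.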

How the results depend on the processing

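Matching on GC content and transcript length was chosen after seeing the data, and the other settings before. Across settings, 3347 to 6394 genes were differentially expressed, and 742 to 1207 of them changed beyond 1 on the log2 scale. DESeq2 called 3617 genes, of which 3541 were shared and all 3541 had the same direction. With library size only, 37.8% of called genes were higher, against 53.8%, and the median log2 fold change of all genes was -0.0832 against 0.00726. Innate Immune System (adjusted p from 7.33e-17 to 0.0393), Interferon Signaling (8.95e-23 to 6.55e-07) and the interferon-stimulated (2.85e-115 to 4.45e-18), rRNA processing (4.62e-34 to 2.23e-15) and pro-apoptotic lists (1.64e-08 to 0.0498) stayed past 0.05 and kept their direction in each alternative run.

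The results for other sets changed, and the cause was not tested. With DESeq2, Signaling by the B Cell Receptor had an adjusted p of 0.0402. With library size only, Apoptosis gave 0.0853 with more lower than higher genes and the anti-apoptotic list 0.162, and medians turned negative for Apoptosis (-0.0603), Signaling by the B Cell Receptor (-0.0179) and MHC class II genes (-0.0505), as did the log2 fold change of Jak1 (-0.0726). With all genes with at least 1 count, adjusted p was 9.41e-07 for Apoptosis, 2.45e-07 for Signaling by the B Cell Receptor, 1.71e-13 for Cell Cycle, 0.0104 for IL-7/STAT5 targets and 0.0485 for MHC class II genes. With all genes with a count as background, these were 2.36e-05, 3.99e-06, 7.93e-16, 0.00814 and 0.0403. Both settings count genes too low to be called. With the replicate block, the values were 0.013 for Signaling by the B Cell Receptor, 0.0303 for Cell Cycle and 0.0543 for the anti-apoptotic list. With camera they were 0.0498 for Signaling by the B Cell Receptor, 0.0667 for the anti-apoptotic list and 0.0256 for IL-7/STAT5 targets. Over all alternatives, adjusted p ranged from 9.41e-07 to 0.618 for Apoptosis, 2.45e-07 to 0.414 for Signaling by the B Cell Receptor, 7.93e-16 to 0.77 for Cell Cycle, 0.000256 to 0.162 for the anti-apoptotic list, 0.00814 to 0.461 for IL-7/STAT5 targets and 0.0403 to 0.484 for MHC class II genes.

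The median of Signaling by the B Cell Receptor left the central 95% of random lists with all genes with at least 1 count (0.0712, percentile 98.14), with library size only (percentile 97.51) and with matching on GC content and length (0.0722, percentile 97.68), against percentile 97.04. Component 1 held 79.4% of the variance with log2 CPM, 90.14% with 1000 genes and 80.89% with all genes passing the filter.

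Across the 4 fits that each left out one library, medians ranged from -0.0188 to 0.0503 for Apoptosis, 0.0873 to 0.143 for Innate Immune System, 0.0514 to 0.13 for Signaling by the B Cell Receptor, -0.0615 to -0.0256 for Cell Cycle, 0.127 to 0.235 for pro-apoptotic, 0.353 to 0.427 for anti-apoptotic and 1.81 to 1.91 for interferon-stimulated genes, and -0.136 to 0.00813 for IL-7/STAT5 targets. The share of T11 genes with the same direction ranged from 82.2% to 86.7%. Of 72 named genes, 2 changed sign. Among the values of named genes over all settings, 706 stayed the same, 7 were weaker, 13 stronger, 1 reversed and 59 moved by more than the spread between replicates. With 2 libraries per group the spread is poorly known, and *Rag1* and *Rag2* were too low to be tested.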

Differences from the paper's values

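With the main settings, the shares of components 1 and 2 were 92.02% and 5.38%, against about 89% and about 7.5% in sFig. 5a, and the log2 fold change of *Cd38* was 3.94, against about 4 in Fig. 5g, all read by eye. Component 2 was further away with log2 CPM (15.19%) and with all genes passing the filter (12.58%), and *Cd38* without EV-RV replicate 1 (4.73) and without EV-RV replicate 2 (3.45). The z score of B-cell receptor signaling was 2.18, against about 1.9 in Fig. 5f, read by eye. It was 1.89 with library size only, with all genes with at least 1 count, with genes with at least 10 counts in every library, and with the replicate block, all set before the data were examined. It stayed at 2.18 with DESeq2, which the paper used, with DESeq2's size factors in edgeR and with an FDR of 0.05.

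The heat map of Fig. 5h includes *Bax*, for which the paper's text gives no test. Here its edgeR adjusted p was 0.123, and with DESeq2 it was 0.116. It was past the cutoff with library size only (0.036), with all genes with at least 1 count (0.074), with genes with at least 10 counts in every library (0.0937) and with the replicate block (0.000897).

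The paper lists *Exosc6* and *Rps13-ps2* among the loadings of sFig. 5b. *Exosc6* is listed at 0 in all 4 libraries, and *Rps13-ps2* had a log2 fold change of -0.01 (edgeR adjusted p = 0.973) and was past the cutoff in none of the alternatives. The paper describes a strong induction of the GO set for the apoptotic process. The GO set was not used here, and the Reactome set Apoptosis had a Fisher's exact adjusted p of 0.454. It was past 0.05 with all genes with at least 1 count (9.41e-07) and with all genes with a count as background (2.36e-05). Both settings count genes too low to be called and put every set past 0.05, so they are no evidence for this set. The list of 30 pro-apoptotic genes was past 0.05, with 13 higher and 6 lower (Fisher's exact adjusted p = 0.000381). So was that of 9 anti-apoptotic genes, with 6 higher and 1 lower (Fisher's exact adjusted p = 0.00738).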

Other observations

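The test of plasma cell genes and the tests of GC content, length and normalization for the rRNA processing genes were chosen after the results were seen. The rRNA processing list, its Fisher's exact test and the tests of *Cxcr4*, IL-7/STAT5 targets, MHC class II genes and T11 genes were set before.

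Genes of rRNA processing fell after IRF4-RV. Of 52 genes, 47 were lower and 0 higher, with 48 lower and 0 higher at an unadjusted p under 0.05 (Fisher's exact adjusted p = 3.69e-19, and 2.23e-15 with the replicate block), and 52 of 52 had groups that did not overlap, against 33.3% expected by chance for a single gene and 61.3% among all genes tested. The median log2 fold change was -0.49. A bias from GC content or length could give such a shift, but the median lay at percentile 0 of random lists matched on both, with and without the replicate block. With library size only the median was -0.579, a test that could not have come out otherwise, since that scaling lowers all genes. Scaling moves all genes alike, so the position of the list among random lists cannot test it either. The median of all genes moved only from 0.00726 to -0.0832, and the median of the list ranged from -0.579 to -0.484 over the alternatives that kept all libraries and from -0.502 to -0.478 with each library left out in turn. Genes of translation went the other way. In the Reactome set Peptide chain elongation, looked up after the results were seen, 41 of 91 genes were called higher and 1 lower (Fisher's exact adjusted p = 0.0191 over 788 Reactome sets, and 8.89e-16 with the replicate block), so that no direction is given for ribosome production as a whole. *Myc*, chosen after its values were seen, fell by 1.09 on the log2 scale (edgeR adjusted p = 0.000133, and 1.03e-73 with the replicate block). A link between *Myc* and these genes was not tested.

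*Tent5c* and *Ccr10*, chosen after their values were seen, rose by 6.70 and 5.84 on the log2 scale. A plasma cell program is a candidate explanation. The median of 8 plasma cell markers tested lay at percentile 99.97 of matched random lists, in line with it, with 4 called higher, *Prdm1* at 2.13 and *Xbp1* at 0.82 among them. *Sdc1*, also a plasma cell marker, was lower (-0.81), and *Jchain* did not change detectably (-0.35, edgeR adjusted p = 0.722), so that the markers did not move together. Contaminating plasma cells were not tested apart from a program in the leukemia cells.

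*Cxcr4* rose by 1.00 on the log2 scale (edgeR adjusted p = 0.000466, and 2.13e-53 with the replicate block), higher in 2 of 2 IRF4-RV libraries. For IL-7/STAT5 target genes the result depended on the test. The list median lay at percentile 24.96 of matched random lists, with 4 lower and 1 higher of 10 genes (Fisher's exact adjusted p = 0.228, and 0.461 with the replicate block). Limma's camera gave a lower list with an adjusted p of 0.0256, and the Fisher's exact adjusted p was 0.0104 with all genes with at least 1 count and 0.00814 with all genes with a count as background. A rise of the median of MHC class II genes was not found, with a median at percentile 60.3, although *Cd74* rose by 2.09. Matching the random lists on GC content and transcript length as well was chosen after the results were seen. The IL-7/STAT5 median then lay at percentile 34.76 (34.86 with the replicate block). The MHC class II median lay at percentile 56.73 (54.2 with the replicate block). Neither median thus moved to an end of the random lists. No technical explanation was tested for the rise of *Cxcr4*.

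Of the 50 genes that the paper shows for T11 in sFig. 5d, 43 were tested in T8, and 37 of them (86%) changed in the same direction (exact binomial p = 1.64e-06, two-sided, across genes, which are not independent). Of these, 28 were called. Among genes higher in T11, 33 of 35 had the same direction, and among those lower in T11, 4 of 8. *Samd9l*, *Gbp7* and *Atp2a3* were called in the opposite direction, at 1.01, 0.49 and 0.33. This is consistent with a response shared in part between both tumors. T11 libraries were not analysed here, so that the difference between tumors was not tested.

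Libraries with the same replicate number shared deviations. In total, 8 stromal genes, including *Col1a1* and *Cxcl12*, had 1589 and 2803 counts in the EV-RV libraries and 1591 and 8048 in the IRF4-RV libraries, more in replicate 2 of each group. All 6 tested were higher with IRF4-RV, with a median log2 fold change of 0.96 at percentile 99.96 of matched random lists (0.77 and 99.88 with the replicate block). Of these 6, 0 were called and 0 had an unadjusted p under 0.05, whereas 5 were called with the replicate block, so a difference between the groups is not excluded. The length of transcripts correlated with the difference between the IRF4-RV replicates (Spearman's rho of 0.298 across genes) more than with the log2 fold change between groups (0.115). For the difference between the EV-RV replicates rho was 0.111. The paper states that the T8 lines were first cultured on ST2 stromal cells and grew without them after several passages. Whether stromal cells were carried over into these libraries was not tested, nor was any other explanation. Whether stromal RNA contributes to the gene sets was not tested either.

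*Irf4* itself was counted 8070 and 7600 times in the EV-RV libraries, although T8 comes from an *Irf4*-/- mouse. Counts per gene do not show which exons the reads cover, and no explanation was tested.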
